# Transcriptome analysis identifies a robust gene expression program in the mouse intestinal epithelium on aging

**DOI:** 10.1038/s41598-019-46966-3

**Published:** 2019-07-18

**Authors:** Juri Kazakevych, Elena Stoyanova, Anke Liebert, Patrick Varga-Weisz

**Keywords:** Endoderm, Intestinal stem cells, Stem-cell niche, Transcriptomics, Ageing

## Abstract

The intestinal epithelium undergoes constant regeneration driven by intestinal stem cells. How old age affects the transcriptome in this highly dynamic tissue is an important, but poorly explored question. Using transcriptomics on sorted intestinal stem cells and adult enterocytes, we identified candidate genes, which change expression on aging. Further validation of these on intestinal epithelium of multiple middle-aged versus old-aged mice highlighted the consistent up-regulation of the expression of the gene encoding chemokine receptor Ccr2, a mediator of inflammation and several disease processes. We observed also increased expression of *Strc*, coding for stereocilin, and dramatically decreased expression of *Rps4l*, coding for a ribosome subunit. *Ccr2* and *Rps4l* are located close to the telomeric regions of chromosome 9 and 6, respectively. As only few genes were differentially expressed and we did not observe significant protein level changes of identified ageing markers, our analysis highlights the overall robustness of murine intestinal epithelium gene expression to old age.

## Introduction

Despite the fact that the intestinal tract is critical for life and health, there is limited knowledge on how intestinal health is maintained throughout lifespan. Many age-related intestinal disorders, such as colorectal cancer, diverticular disease and inflammatory bowel disease (IBD) have become common in developed countries with changes in lifestyle, particularly nutrition, potentially underlying these pathologies. Aging affects intestinal function and health^1^. Age is also a strong risk factor for colon cancer, one of the most common forms of cancer. Gastrointestinal conditions are some of the most common reasons for morbidity and hospitalization of the aged in Europe and are still on the rise^2^.

Interestingly, in various model organisms, such as *Caenorhabditis elegans* and *Drosophila*, the intestine is the most important organ in determining lifespan and health^3,4^. In humans, aging is linked to increased intestinal permeability and innate immunity responses^5,6^.

Aging, even ‘healthy’ aging is associated with changes in gene expression, including in the gut^5–7^. A study that compared intestinal stem cells (ISC) from young (2–4 months) and old (18–22 months old) mice showed that aging is associated with an increase in ISC number, proliferation and an increase in ISC apoptosis^8^. However, little is known about how and to what extent aging affects gene expression in intestinal stem cells, which drive the constant and essential regeneration of the intestinal epithelium. Our own and other works, including single cell transcriptomic analysis, suggest gene expression changes in somatic stem and precursor cells of the hematopoietic system upon aging^9,10^. Thus, it is likely that these also happen in mammalian intestinal stem cells and their derivative cell types. It is, therefore, important to understand the effects of aging on intestinal cell gene expression and function. Here we performed a transcriptome-based screen to identify genes that show expression changes in old age in cells from the murine intestinal epithelium. We identified *Ccr2* and *Strc* upregulation and *Rps4l* downregulation as a hallmark for aged intestinal cells on the background of an overall robust gene expression program.

## Results

### RNAseq identifies candidate age-regulated genes in intestinal epithelium cells

We used Lgr5‐EGFP‐IRES‐CreERT2 knock‐in mice to isolate *Lgr5*+ intestinal stem cells (ISC)^11,12^ and adult enterocytes (AE). *Lgr5*-EGFP^high^ cells and AE were isolated from younger (~33 weeks) and old mice (~118 weeks) via fluorescence-activated cell sorting using published procedures^12,13^ (Fig. S1). Choosing mice that are middle-aged for the younger cohort allows the investigation of the aging process un-obscured by changes occurring during early adulthood development. Poly(A)+ RNA was isolated from both cell populations and gene expression was analyzed by RNA sequencing (RNAseq). This showed that the sorted ISC expressed known stem cell markers, such as *Olfm4* and *Lgr5*^12^, validating the cell purification scheme (Figs S2 and S3B). Similarly, AE expressed known differentiated enterocyte markers *Vil1*, *Apoc3* and *Sis*^13,14^. 

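The sequencing covered 3 libraries of young ISC, 3 of aged ISC, 3 of young AE and 3 of aged AE, from male mice with a mean age of 33 weeks in the young cohort and 118 weeks in the aged cohort. ISC here are the GFP-high cells of crypt suspensions from mice that carry EGFP under the *Lgr5* promoter, and AE are the Epcam-high villus cells that stained for neither CD45 nor CD31. The authors trimmed adaptors from the single-end reads with Trim Galore, mapped them to GRCm38 with HiSat2, kept the uniquely mapped reads and counted them in SeqMonk over the merged exons of the transcripts of each gene. They deposited these raw counts for 34245 genes without normalization. They also deposited a table of the 49 DEGs with log2 values scaled to the 75th percentile of all libraries. In 8 of the 12 sample titles, the library code names another group than the rest of the title does. The columns of both tables carry these codes, so each column was assigned only to the group that its own name spells out (young or old, ISC or AE), without being joined to a sample title. The codes also carry a number, and libraries of ISC and AE share it (3 numbers at each age), which was used only in a fit with the code as a replicate block.

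The libraries held 11893817, 13540644 and 14133772 counts in young ISC and 14373053, 16475043 and 26796461 in aged ISC. In AE they held 14695446, 15189033 and 110794420 counts in the young group and 12728661, 13815802 and 15473227 in the aged group, so that a single young AE library was far deeper than the other 11 libraries were. The 3 libraries of each group differed by more than sampling noise, with a chi-square per degree of freedom from 29.0 to 240 between any pair of them. Counts were scaled with edgeR's TMM factors and library totals and are given as CPM. A gene was taken as at the limit of detection in a library at 3 counts or fewer, which is between 0.0359 and 0.327 CPM depending on the library. Such limits cover counting error only, since the reads were amplified by PCR without molecular identifiers. A fold given as at least a value divides the mean CPM of a group by the mean of these limits in the other, so it does not hold for each library. For each comparison, genes with a total of at least 10 counts over its 6 libraries were tested with edgeR's quasi-likelihood test, and P-values were adjusted by the Benjamini-Hochberg method (FDR). DESeq2, which the authors ran within SeqMonk, was run as an alternative. An exact permutation test of 3 libraries against 3 cannot give a two-sided P under 0.1.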

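*Lgr5* (chromosome 10 of GRCm38, 115450311 to 115587780) was at 98.7 ± 31.4 CPM (SD, n = 3 libraries) in young ISC and 2.44 ± 2.11 CPM in young AE. In the aged groups it was at 119 ± 24.5 CPM in ISC and 0.966 ± 0.387 CPM in AE. The log2 fold change of AE over ISC was -5.53 in young mice (standard error 0.80, FDR = 0.00172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -7.00 in aged mice (standard error 0.29, FDR = 1.33e-07). *Olfm4* (chromosome 14, 80000302 to 80021930) was the more abundant of these markers, with 4523 ± 666 CPM in young ISC against 150 ± 166 in young AE, and 4356 ± 1007 CPM in aged ISC against 43.4 ± 18.3 in aged AE. Its log2 fold change was -4.92 (standard error 0.98, FDR = 0.00533) in young mice and -6.71 (standard error 0.44, FDR = 6.65e-07) in aged mice. The SD of *Olfm4* in young AE was as large as its mean, with single libraries from 23.1 to 338 CPM.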

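*Vil1* (chromosome 1, 74409376 to 74435559) was at 4674 ± 496 CPM (SD, n = 3 libraries) in young AE and 671 ± 88.9 CPM in young ISC, and at 5400 ± 679 CPM in aged AE and 505 ± 76.8 CPM in aged ISC. The log2 fold change of AE over ISC was 2.80 in young mice (standard error 0.26, FDR = 1.40e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.34 in aged mice (standard error 0.28, FDR = 3.23e-06). *Apoc3* (chromosome 9, 46232933 to 46235636) was at 1285 ± 398 CPM in young AE against 61.9 ± 47.2 in young ISC, a log2 fold change of 4.37 (standard error 0.59, FDR = 8.73e-04), and at 1867 ± 185 CPM in aged AE against 17.6 ± 11.3 in aged ISC, a log2 fold change of 6.67 (standard error 0.47, FDR = 1.27e-06). *Sis* (chromosome 3, 72888557 to 72967863) reached 6027 ± 2259 CPM in young AE and 7413 ± 57.5 CPM in aged AE. It was not absent from ISC, with 458 ± 204 CPM in the young and 380 ± 275 CPM in the aged group, and its log2 fold change was 3.72 (standard error 0.45, FDR = 3.22e-04) and 4.21 (standard error 0.62, FDR = 2.33e-04).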

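With age, *Myc* (chromosome 15, 61985391 to 61990374) changed in ISC by a log2 fold change of -0.03 (standard error 0.19, FDR = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lgr5* changed in ISC by 0.28 (standard error 0.23) and *Olfm4* by -0.04 (standard error 0.22). *Vil1* changed in AE by 0.22 (standard error 0.20) and *Sis* by 0.31 (standard error 0.28). In AE, *Myc* changed by -1.19 (standard error 0.93, FDR = 0.848), *Lgr5* by -1.04 (standard error 0.92, FDR = 0.860) and *Olfm4* by -1.77 (standard error 1.01, FDR = 0.844), and these were 0.40, -0.00375 and -0.34 without the young AE library of 14695446 counts and -1.76, -1.76 and -2.28 without the one of 110794420 counts. For each of these changes, values of the 3 young and the 3 aged libraries overlapped. The 3 aged libraries lay above the 3 young ones for *Apoc3* in AE, at 0.56 (standard error 0.24, FDR = 0.844). They lay below them in ISC for *Vil1*, at -0.40 (standard error 0.18, FDR = 0.986), and for *Apoc3*, at -1.83 (standard error 0.68, FDR = 0.975). With single libraries left out, *Apoc3* in ISC was between -2.48 and -0.995, the latter without the young library of 14133772 counts.

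Lists of markers of each cell type, fixed before the data were examined, were tested with camera on log2 CPM, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 15 lists. The 14 stem cell markers had a median log2 fold change of 0.05 in ISC (FDR = 0.505) and -0.46 in AE (FDR = 0.378). The 18 proliferation markers were at -0.03 in ISC (FDR = 0.350) and -0.33 in AE (FDR = 0.134). Both AE medians depended on single libraries. Without the young library of 110794420 counts, stem cell markers were at -1.12 and proliferation markers at -1.40. Without the young one of 14695446 counts, they were at 0.04 and 0.21. The lowest camera FDR with 1 AE library left out was 4.45e-05 for stem cell and 3.01e-08 for proliferation markers. The 20 enterocyte markers were all lower in aged ISC, with a median of -0.91 (FDR = 1.60e-12), and all higher in aged AE, with a median of 0.37 (FDR = 7.85e-08). These enterocyte calls were not kept under the rotation test fry, which gave FDR = 0.882 in ISC and 0.846 in AE, or with a correlation estimated from the data (FDR = 0.771 and 0.588), and fry and the estimated correlation called no list in either cell type. Leaving out 1 library at a time moved the enterocyte median between -1.60 and -0.37 in ISC, the latter without the young library of 14133772 counts. Goblet cell markers were at 0.20 in ISC (FDR = 0.341) and -0.03 in AE (FDR = 0.295), Paneth cell markers at -0.30 (FDR = 0.341) and -0.27 (FDR = 0.432), enteroendocrine markers at 0.34 (FDR = 0.341) and -0.36 (FDR = 0.134), and tuft cell markers at -0.26 (FDR = 0.183) and -0.23 (FDR = 0.134). In edgeR's fitted values, in place of log2 CPM, the medians in AE were -0.94 for stem cell, -1.15 for proliferation, -0.95 for Paneth cell, -0.74 for enteroendocrine and -0.52 for tuft cell markers, and in ISC -0.40 for Paneth cell markers. Adjusted over the list alone, 0 members of these 7 lists had an FDR under 0.05 in either cell type, nor did any over all genes tested.

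**Figure D1:**
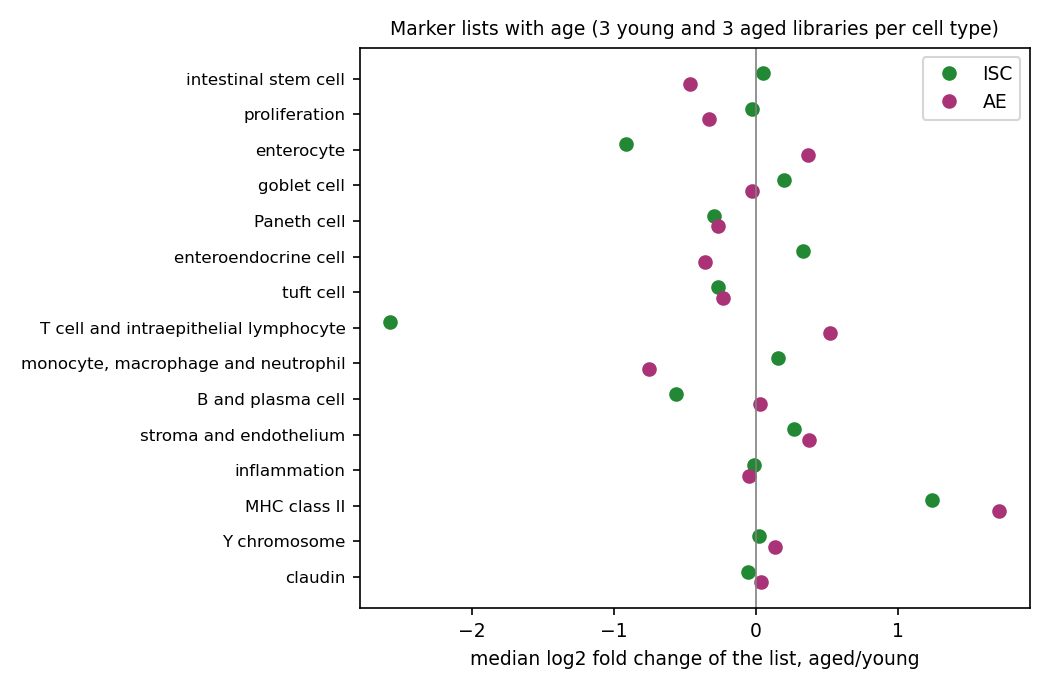
Median log2 fold change of each marker list between 3 aged and 3 young libraries (x axis, log2 scale), in ISC (green) and AE (magenta). The enterocyte list sits at -0.91 in ISC and at 0.37 in AE, and the stem cell and proliferation lists lie near 0 in ISC.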

The expression pattern of proliferation (e.g., *Myc*) and cell type markers (e.g., *Lgr5*, *Vil1*) did not change with aging, indicating their robust expression (Figs S2 and S3B).

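Between the 3 aged and the 3 young ISC libraries, 15552 genes were tested and 0 had an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted P under 0.05 was seen for 784 genes (5.04%), and the lowest FDR was 0.123, for *Ddr2*. In AE, 16265 genes were tested and 0 had an FDR under 0.05, with 779 genes (4.79%) at an unadjusted P under 0.05 and a lowest FDR of 0.102, for *Ccr2*. DESeq2 was the alternative set before the data were examined that moved these counts most. On the same counts it called 57 genes in ISC, 11 higher and 46 lower in aged mice, and 17 genes in AE, 11 higher and 6 lower. Of these, 35 in ISC and 10 in AE are among the genes highlighted in Fig. 1.

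All genes highlighted in Fig. 1 that have a row of counts changed in the direction shown there. In ISC, the 10 genes marked as higher with age all had an unadjusted P under 0.05 in the quasi-likelihood test, with FDR from 0.123 to 0.863. *Ccr2* and *Epp13* were at the limit of detection in all young ISC libraries, and *Epp13* was at least 7.99-fold higher in aged ISC. The other 8, among them *Ddr2*, *P2rx7* and *Cnpy1*, had log2 fold changes from 0.89 to 3.22. The 28 genes marked as lower, among them *Cd7*, *Gzma* and *Adora2b*, had log2 fold changes from -3.85 to -0.82 and FDR from 0.256 to 0.879. In AE, the 7 higher genes, among them *Strc* and *Socs3*, had log2 fold changes from 0.78 to 3.82 (FDR from 0.102 to 0.844), and the 4 lower genes *Gcg*, *Ghrl*, *Peg3* and *Pcdh20* from -3.76 to -2.05 (FDR from 0.389 to 0.844). For each of them the 3 aged and the 3 young libraries did not overlap. Over all genes tested, this was so for 1378 genes (8.86%) in ISC and 1780 genes (10.9%) in AE, where chance gives 10%. Adjusted over the list alone, 41 of the 48 genes with counts had an FDR under 0.05 in ISC and 18 of 47 in AE, which is not independent evidence, as the study chose the list on these samples.

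**Figure D2:**
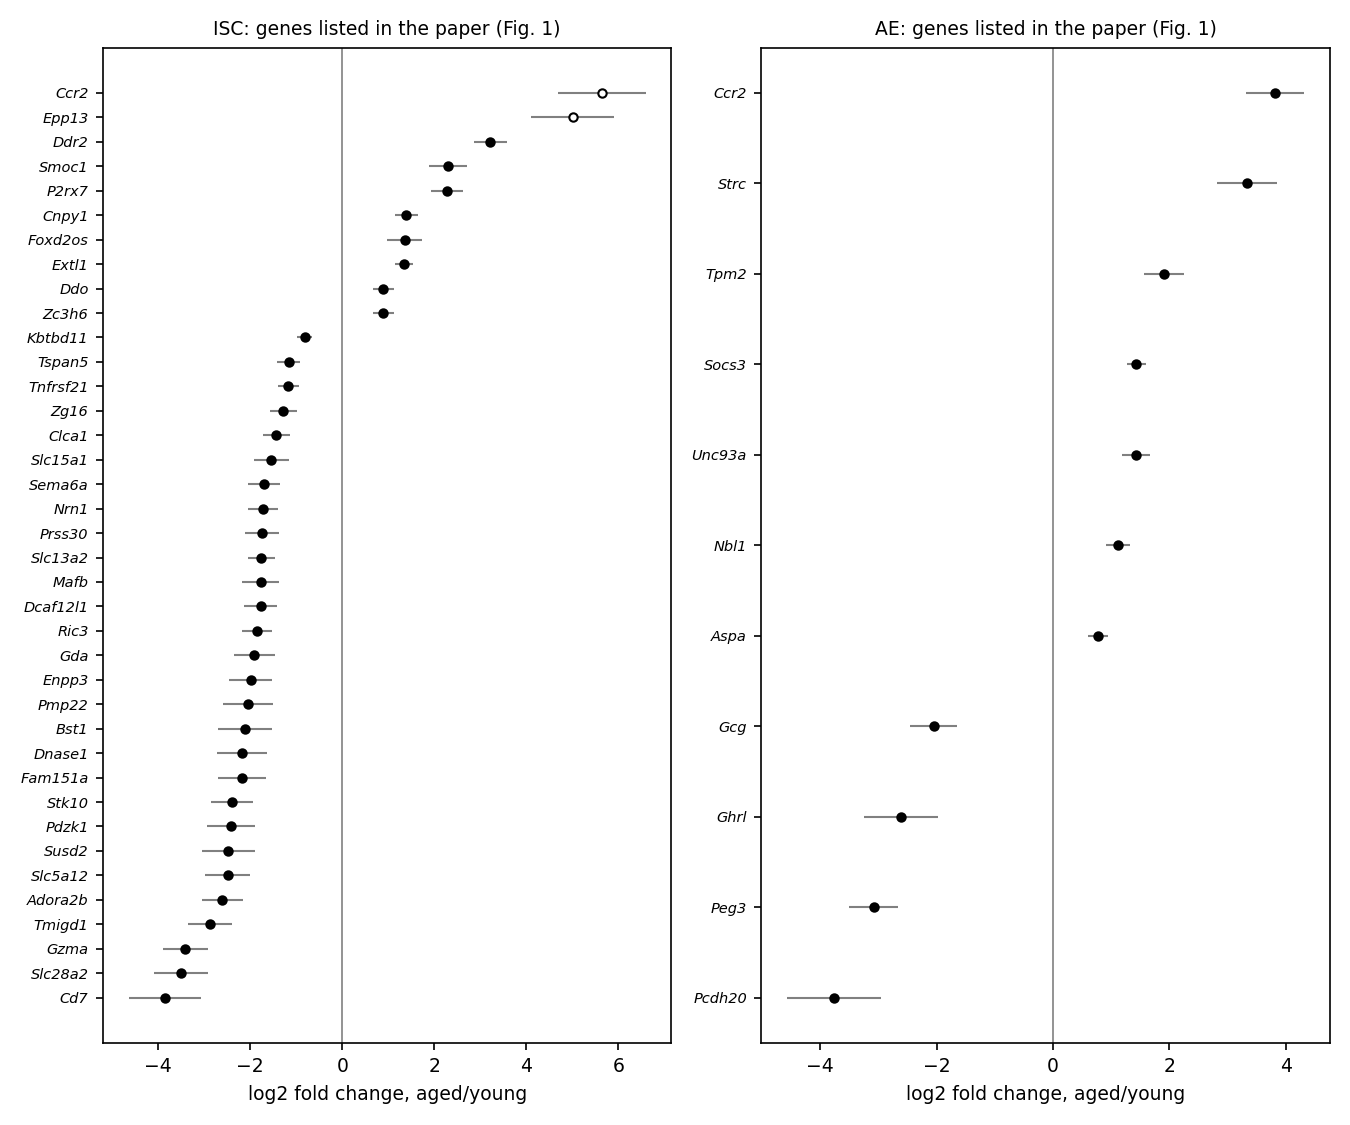
Log2 fold change of aged over young with its standard error (x axis) for each gene highlighted in Fig. 1 that has a row of counts, in ISC (left) and AE (right), from 3 libraries per group. Open circles mark genes at the limit of detection in all libraries of a group, whose fitted values are not bounds. Among the filled circles of genes that Fig. 1 highlights for the cell type shown, *Cd7* in ISC is lowest at -3.85 and *Ccr2* in AE is highest at 3.82.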

We identified 10 significantly age-upregulated genes and 29 age-downregulated genes in stem cells, as well as 7 age-upregulated and 5 age-downregulated genes in adult enterocytes (Fig. 1). Gene ontology (GO) analysis of the combined 49 gene list identified among others the following terms: inflammatory response (P = 0.026), myeloid cell activation involved in immune response (P = 0.018), negative regulation of response to external stimulus (P = 0.031) and intrinsic component of plasma membrane (P = 0.0004) (for analysis and result details see Supplementary Table 1, Fig. S4). 

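Of the 7 listed genes that Supplementary Table 1 assigns to the inflammatory response (*Ccr2*, *Adora2b*, *Enpp3*, *Socs3*, *Ghrl*, *P2rx7* and *Dnase1*), 4 were lower and 3 higher in aged than in young ISC, and 2 were lower and 5 higher in aged AE. An unadjusted P under 0.05 in edgeR's quasi-likelihood test was seen for 5 of them in ISC and 4 in AE, and 0 passed an FDR of 0.05. The term on myeloid cell activation holds 4 of the listed genes, 3 of them lower and 1 (*Ccr2*) higher in aged ISC. All 11 members of the plasma membrane component term had an unadjusted P under 0.05 in ISC, with 8 lower and 3 higher in aged mice. The study chose the listed genes on these same libraries, 10 of these 11 in ISC. Such P-values for members of the 3 terms are therefore not independent evidence. The enrichment itself was not recomputed. The paper's background list is of genes with at least 1 read in all 6 libraries of ISC, of AE or of both and has 19439 genes by the paper's count, and the deposited counts gave 14889 genes by that criterion.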

Notably, *Ccr2*, the most strongly up-regulated differentially expressed gene (DEG) in aged mice, was found in both the ISC and AE cells, as was the most down-regulated DEG, *Rps4l* (Fig. 1).

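*Ccr2* lies on chromosome 9 of GRCm38 from 124101950 to 124113557. Its counts were 0, 1 and 0 in the young ISC libraries and 32, 24 and 38 in the aged ones, and with all young libraries at the limit of detection its level in aged ISC (1.29 ± 0.395 CPM, SD, n = 3) was at least 7.32-fold higher. In AE the counts were 1, 1 and 19 in the young libraries, where the 19 counts come from the library of 110794420 counts, and 33, 29 and 20 in the aged ones. *Ccr2* rose in AE from 0.131 ± 0.0837 to 2.64 ± 0.481 CPM, with a standard error of 0.49 on the log2 scale. With single libraries left out in turn, its log2 fold change in AE stayed between 3.69 and 4.85, and its FDR in edgeR's quasi-likelihood test was between 0.0571 and 0.930. In a fit on all 4 groups, *Ccr2* passed an FDR of 0.05 in both cell types.

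*Rps4l* lies on chromosome 6 from 148354656 to 148355598 and is annotated as a transcribed processed pseudogene. The raw counts hold a row for 48 of the 49 DEGs and none under the name *Rps4l*, so its raw counts could not be analysed. In the authors' deposited log2 values for the 49 DEGs it fell in ISC from 11.65 ± 0.18 in young to 7.56 ± 0.94 in aged libraries and in AE from 11.01 ± 0.18 to 6.31 ± 0.48 (SD, n = 3). The steps between these values give back whole reads for 100% of them. For *Rps4l* they correspond to between 303 and 431 reads in young ISC against 18 to 96 in aged ISC. In AE, where reads are not comparable because 1 young library was far deeper, the scaled log2 values were from 10.88 to 11.21 in young and from 5.86 to 6.82 in aged libraries. The young and aged ranges did not overlap in either cell type (exact permutation test, two-sided P = 0.1, the smallest P that 3 against 3 libraries allow). With these reads in place of the counts of the 49 genes, an alternative chosen after the data were examined, the log2 fold change of *Rps4l* was -3.80 in ISC (standard error 0.38, FDR = 0.0315, edgeR's quasi-likelihood test) and -4.54 in AE (standard error 0.30, FDR = 0.00212). These recovered reads lie above the deposited counts for 98.8% of the values of the other 48 genes (median ratio 1.20), so the 2 tables come from different quantitations, and *Rps4l* was tested among counts of another kind. The paper states that *Ccr2* is the DEG most strongly raised and *Rps4l* the DEG most strongly lowered with age, each in both cell types, and it then measured them with other candidates by RT-qPCR in an additional cohort.

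**Figure D3:**
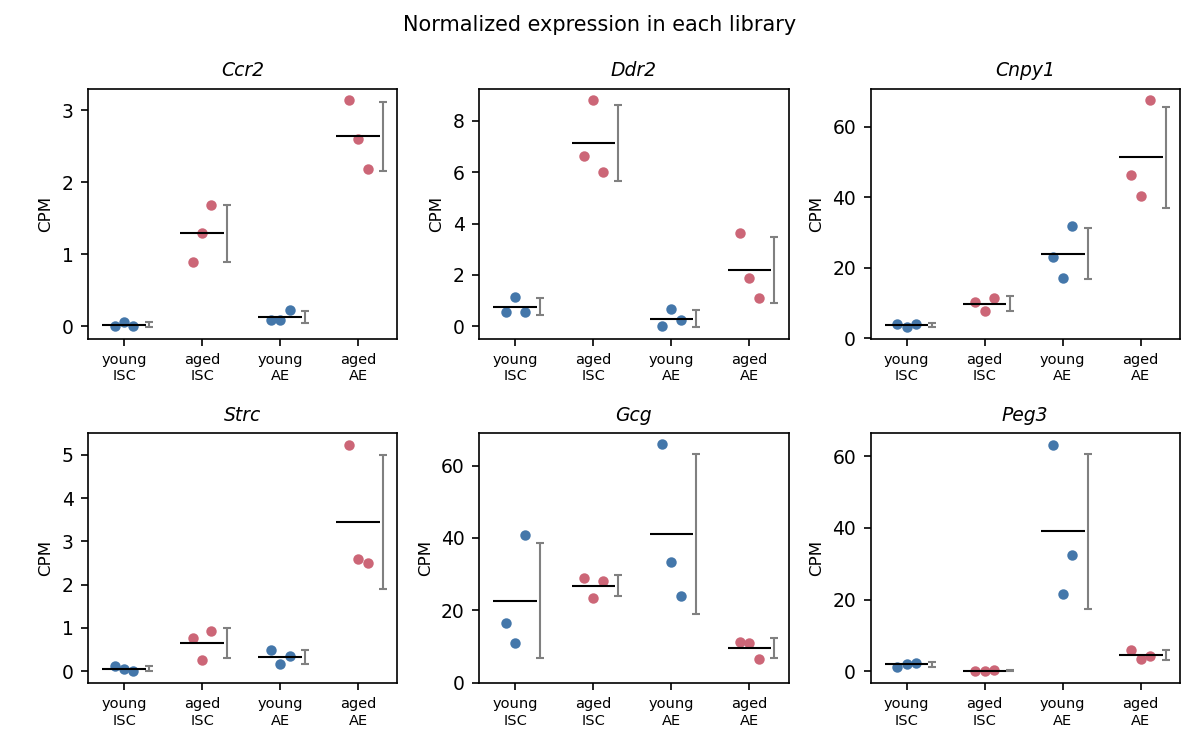
CPM of 6 genes highlighted in Fig. 1 in each of the 12 libraries (points; blue, young; red, aged), with the mean of each group (black line) and its SD (grey bar, n = 3). In AE, *Ccr2* is at 0.131 CPM on average in young and 2.64 CPM in aged mice.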

**Figure 1:**
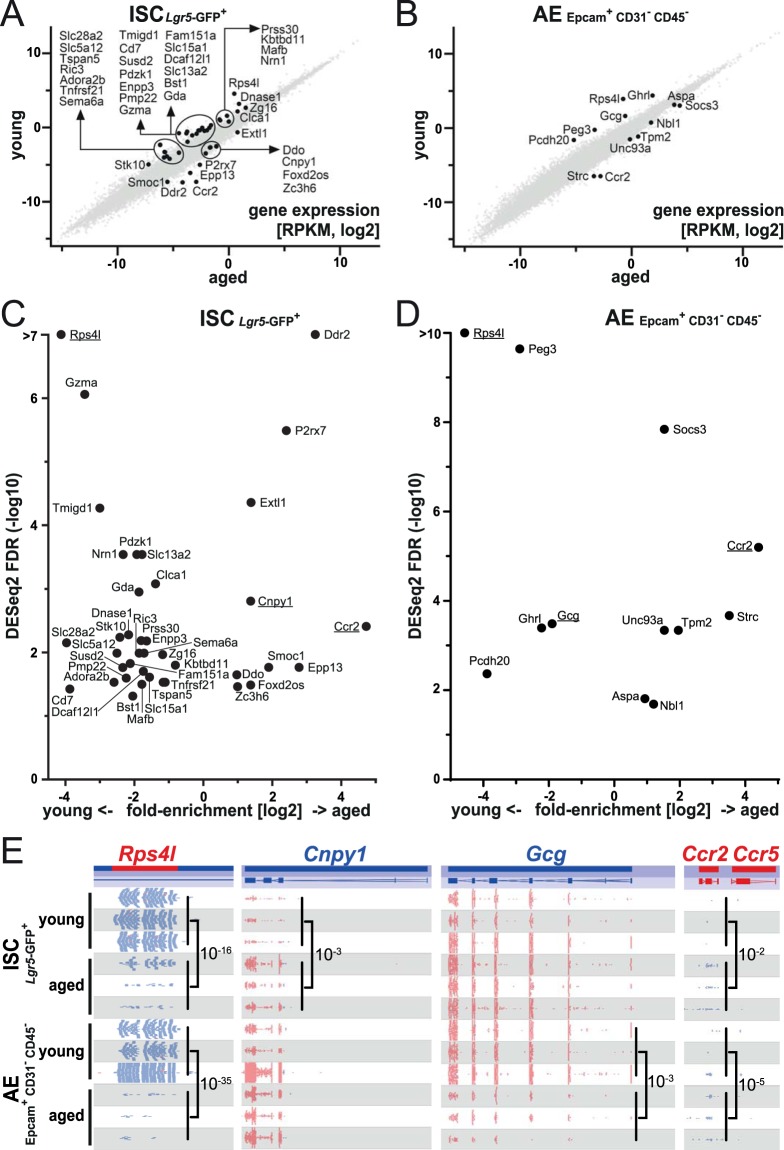
Gene expression changes upon aging in small intestinal stem cells (ISC) and adult enterocytes (AE). (**A**,**B**) Scatterplots show differentially regulated genes in ISC (**A**) and AE (**B**) and provide information regarding their relative expression levels as log2 scale RPKM quantitation. All genes shown and significantly up/down-regulated genes (DESeq2 test with cut-off FDR < 0.05, n = 3) are highlighted. (**C**,**D**) the same data as in (**A**,**B**) shown as Volcano plots, depicting significantly up/down-regulated genes (DESeq2 test with cut-off FDR < 0.05, n = 3) in ISC (**C**) and AE (**D**). X-axis: Old/Young log(2) fold-enrichment of reads per transcript. Y-axis: -log(10) DESeq2 FDR. Genes shown in **E** are underlined. High FDR values are capped at indicated maximum Y-values for visualization. (**E**) RNAseq track examples of genes differentially expressed between young and aged ISC and AE samples. *Rps4l* (0.94 kb), *Cnpy1* (45 kb), *Gcg* (9.1 kb) and *Ccr2* (12 kb). Significant old/young changes in gene expression identified by DESeq2 are indicated with corresponding FDR values. Normalized quantitation is shown in Fig. S3A.

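*Cnpy1* (chromosome 5, 28200819 to 28245806) rose from 3.79 ± 0.540 CPM (SD, n = 3 libraries) in young to 9.88 ± 2.01 CPM in aged ISC, a log2 fold change of 1.40 (standard error 0.24, FDR = 0.263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was more abundant in AE and rose there from 24.0 ± 7.32 to 51.4 ± 14.3 CPM, a log2 fold change of 1.097 (standard error 0.27). *Gcg* (chromosome 2, 62474530 to 62483650), which encodes glucagon and its related peptides, fell in AE from 41.1 ± 22.1 to 9.63 ± 2.68 CPM, with a standard error of 0.40 on the log2 scale. In ISC it was at 22.7 ± 15.9 CPM in young and 26.9 ± 3.01 CPM in aged libraries, a log2 fold change of 0.25 (standard error 0.44) that turned to -0.08 without the young library of 13540644 counts. DESeq2 on the same counts gave FDR = 9.93e-04 for *Cnpy1* in ISC and FDR = 4.51e-04 for *Gcg* in AE.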

### Increased expression of *Ccr2* and *Strc* and decreased expression of *Rps4l* mRNAs are markers of aged intestinal epithelial cells

As aging is a heterogeneous process, with even isogenic individuals succumbing to age-associated changes at different rates, we validated candidate genes from the RNAseq data by reverse transcription followed by quantitative polymerase chain reaction (RT-qPCR) using cells extracted from individual mice of a larger additional cohort of aged (~109 weeks) and young mice (~37 weeks). For the validation of our RNAseq results, we isolated crypts, as these contain mostly ISC and cells derived directly from ISC: transit amplifying (TA) cells and Paneth cells. The more abundant TA cells emerge from ISCs at the beginning of intestinal differentiation with an expression pattern similar to ISC. Therefore, we did not expect substantial effects on the observed age-related changes in gene expression. AE were isolated from villi as was done for RNAseq.

On the AE samples we tested 11 out of the 12 DEGs identified in the AE RNAseq (for technical reasons, we could not test *Unc93a*) and further 11 genes that were identified in the ISC RNAseq (selected, because these genes were significant DEGs in the latter list and some are linked to inflammatory responses, Fig. 2A). On the small intestinal crypt samples, we tested 23 of the 39 candidate genes that were identified in ISC, as well as 4 additional genes that were identified in AE but did not show significant changes in the ISC RNAseq (Fig. 2B). Of the 32 tested genes, only 3 genes were significantly differentially regulated between young and aged. In both crypts and AE, *Ccr2* was up-regulated on aging, while *Rps4l* was markedly down-regulated. Furthermore, in AE we validated *Strc* as being significantly upregulated on aging. The expression of three other genes, *Ddo*, *Ddr2*, and *P2rx7* was also increased on average in crypts, and *Pcdh20* was decreased in crypts and AE, but these changes missed the significance threshold of P < 0.05.

**Figure 2:**
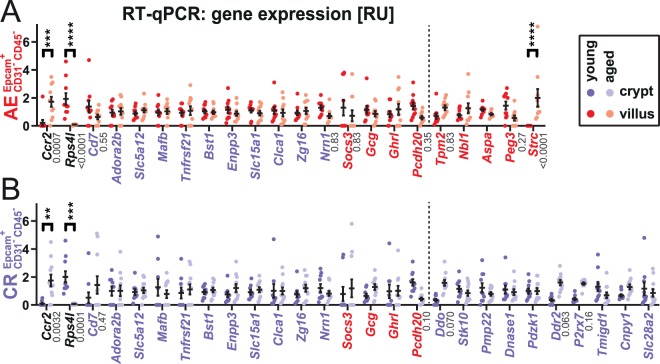
Validation of expression changes on aging in selected genes by RT-qPCR. AE (**A**) and Crypt epithelium (CR) (**B**) mRNA levels were normalized to *Actg1* and cell type-specific target gene signal average on a linear scale. Genes differentially expressed between young and aged animals are indicated, significance threshold P < 0.05 (2-way ANOVA by cell type, Holm-Sidak multiple testing correction, n = 9–11, **P < 0.01, ***P < 0.001, ****P < 0.0001, all P-values < 0.9 are indicated). Genes initially identified as DEGs in the ISC RNAseq are in purple letters, those identified in the AE RNAseq in red and those identified in both in black. Genes right of the dashed line were tested only in a single cell type.

To test if changes in gene expression lead to changes in protein levels on aging, we performed Western blot analysis on crypts and villi extracts (Fig. S5). We selected targets where we observed the strongest transcript level differences and where suitable antibodies were available. For Ccr2 and Ddo we detected no changes in protein levels. For Ddr2 and Strc the antibodies identified proteins of various sizes and in the case of Ddr2 there is some increased signal observed on aging in the crypts fraction.

As Ccr2 is involved in monocyte and neutrophil recruitment^15,16^, we stained small intestine epithelium sections with an antibody against myeloperoxidase, which detects neutrophils and monocytes, to monitor if there is changed recruitment of these cells in aged compared to younger tissue. We found the number of MPO positive cells drops in the aged tissue (Fig. 3 and Supplementary Fig. S6).

**Figure 3:**
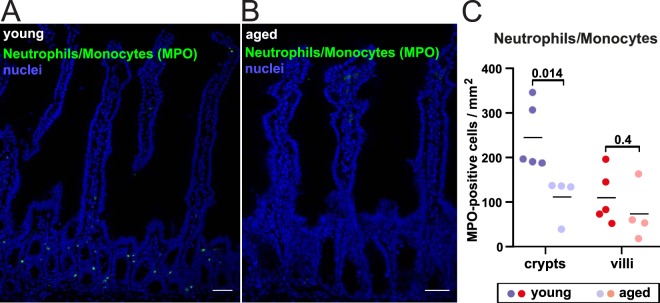
Neutrophils and monocytes in the small intestinal epithelium during ageing. (**A**,**B**) Intestinal epithelium localization of Myeloperoxidase (MPO)-positive cells (green) by immunofluorescence staining and nuclear counterstaining with DAPI (blue) shown as maximum intensity projections of young (**A**) and aged (**B**) small intestinal epithelium (SI). Scale bars: 40 µm. Increased magnification of crypt compartments in (**A**,**B**), as well as negative staining controls are shown in Fig. S6. (**C**) Quantification of F4/80-positive cells per imaged crypt/villus area of the young and aged SI. Indicated P-values determined by 2-way ANOVA with Holm-Sidak’s multiple comparisons test (n = 4–5). Raw quantification data and full statistical results are shown in Supplementary Table 4. Scoring examples are shown in Fig. S6A,C.

## Discussion

RNAseq followed by RT-qPCR analysis of the identified candidate genes indicated that only a handful of genes are consistently differentially expressed in the intestinal epithelial cells between young and aged animals. This may reflect the highly robust gene expression machinery in this dynamic tissue. It also highlights the excellent health status of the aged mice colony at the Babraham Institute, as we have little evidence of upregulation of markers linked to inflammation, with the notable exception of *Ccr2* and *P2rx*7.

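A list of 20 inflammation markers that was fixed before the data were examined and leaves out *Ccr2*, *P2rx7* and *Socs3* had a median log2 fold change of -0.01 in ISC, where 15 of its genes were tested and 7 were higher and 8 lower in aged mice (FDR = 0.341, camera with Benjamini-Hochberg adjustment over the lists). With single ISC libraries left out in turn, the median was between -0.54 and 0.17 and the FDR from camera between 0.0133 and 0.978, lowest without the young library of 14133772 counts. In AE, 13 of its genes were tested, with a median of -0.05 (6 higher, 7 lower, FDR = 0.988), or -0.33 from edgeR's fitted values, and without the young library of 110794420 counts the median was -0.42 (FDR = 0.0126). Adjusted over the list alone, 1 gene in ISC and 0 in AE had an FDR under 0.05, and 0 did over all genes tested. *P2rx7* (chromosome 5, 122643911 to 122691432) rose in ISC from 1.36 ± 0.579 to 6.64 ± 1.33 CPM (SD, n = 3 libraries), a log2 fold change of 2.28 (standard error 0.34, FDR = 0.256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In AE it was at 0.797 ± 0.534 CPM in young and 1.88 ± 0.610 CPM in aged libraries, and the groups overlapped.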

*Ccr2* encodes a chemokine receptor that binds to Ccl2 (also called Mcp-1 for Monocyte Chemoattractant Protein 1). The Ccl2/Ccr2 axis mediates inflammatory and innate immunity processes by recruiting monocytes and neutrophils to inflammation sites^15^ (reviewed in^16^) and has been implicated in several pathological processes, including metastasis, Alzheimer’s disease, autoimmune disease, atherosclerosis and obesity^16^. Relevant to the context of this study, CCR2 has been shown to be increased in patients with inflammatory bowel disease and plays a critical role in inflammatory processes in experimental colitis in mice^17–21^. Inhibition of Ccl2 or Ccr2 mediated signaling prevented disease progression in mouse models of colitis^22–24^. 

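*Ccl2* (chromosome 11 of GRCm38, 82035571 to 82037453) had 0 counts in each of the 12 libraries of young and aged ISC and AE. The limit that a count of 0 allows, 3 counts, was 0.0359 CPM in the deepest library and at most 0.327 CPM in the others.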

We found that *Ccl2* is completely silenced in the intestinal epithelial cells (Fig. 3B). There is little known about the direct role of Ccr2 in intestinal epithelial cells in these processes. Ccr2 is involved in age-related macular degeneration as well as aging T-cells^25–27^. Previous studies have shown that aging is linked to increased expression of markers of inflammation in various tissues (often referred to as ‘inflamm-aging’, reviewed in^28^). Age related inflammation has so far not been linked to Ccr2 in the intestine. As we did not find evidence for increased protein levels of Ccr2 in the intestinal epithelium in steady-state conditions nor an increased neutrophil/monocyte (MPO^+^ cells) recruitment to the epithelium upon aging, the physiological implication of the increased *Ccr2* mRNA is unclear. If anything, we found a drop in the numbers of MPO positive cells, potentially indicating a changed immune response, similar to what has been published before^29^. It is striking that there is a discrepancy between the changing gene expression of *Ccr2*, while protein levels do not seem affected. This might be due to mechanisms affecting protein translation or stability that buffer Ccr2 protein levels.

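*Strc* (chromosome 2 of GRCm38, 121363728 to 121387168) rose in AE from 0.334 ± 0.163 CPM (SD, n = 3 libraries) in young to 3.45 ± 1.55 CPM in aged mice, a log2 fold change of 3.34 (standard error 0.51, FDR = 0.389 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts behind these values were 6, 2 and 29 in the young and 55, 29 and 23 in the aged libraries. With each AE library left out in turn, the log2 fold change was between 2.91 and 3.52. In ISC the counts were 2, 1 and 0 in young and 27, 5 and 21 in aged libraries. As all young ISC libraries were at the limit of detection, the mean of *Strc* was at least 3.70-fold higher in aged ISC. The aged library with 5 counts lay nearer to the limit than that. DESeq2 gave FDR = 7.98e-05 in AE and FDR = 0.566 in ISC, and *Strc* also passed an FDR of 0.05 in AE when all 4 groups were fitted together.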

We found the mRNA expression of *Strc* to be increased in the aged intestinal epithelium. Its encoded protein stereocilin is involved in cochlear function^30^, but to our knowledge nothing is known about an intestinal role. Very little is known regarding the role of *Rps4l*, which potentially encodes a pseudogene. It is notable that of the 3 DEGs that we could validate in our RT-qPCR approach, *Ccr2* and *Rps4l* are expressed from genes situated at telomeric regions: *Ccr2* at the telomere of chromosome 9 (distance to unmappable telomeres: 0.5 Mbp) and *Rps4l* close to the telomeric region of chromosome 6 (distance to unmappable telomeres: 1 Mbp). 

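In the annotation of GRCm38, the last gene of chromosome 9 ends 0.380 Mb beyond *Ccr2*, and the last gene of chromosome 6 ends 1.23 Mb beyond *Rps4l*. Within 1 Mb of *Ccr2*, 20 other genes were tested in ISC, 7 higher and 13 lower in aged mice, with a median log2 fold change of -0.06. In AE, 27 were tested, 16 higher and 11 lower, with a median of 0.04. Within 1 Mb of *Rps4l*, 12 of 16 genes were higher and 4 lower in aged ISC (median 0.16), and 9 of 17 were higher and 8 lower in aged AE (median 0.09). Of these 80 tests on neighbours, 1 had an unadjusted P under 0.05 in the direction of *Ccr2* or *Rps4l*. It was *Tmtc1* in AE, at -3.84 (standard error 1.35, unadjusted P = 0.0199 from edgeR's quasi-likelihood test). The span of *Tmtc1* (148232430 to 148444389) contains *Rps4l*. Genes that start within 2 Mb of the distal end of their chromosome, with *Ccr2* and *Rps4l* left out, were tested as a set with camera. The 385 such genes tested in ISC had a median log2 fold change of 0.03 and the 408 tested in AE of 0.01, with unadjusted P from limma's camera of 0.788 and 0.671, and windows of 1 and 5 Mb gave medians between -0.01 and 0.02.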

In humans, aging has been shown to be linked to telomere shortening in the intestinal tissue^31,32^. This, in turn, may lead to expression changes. Whether alterations of telomere structure lead to the observed changes in gene expression in the intestinal epithelium of the aged mice will require further investigation. Gene expression changes between otherwise isogenic strains might be due to genetic drift. However, the fact that we observed the changes in *Ccr2*, *Strc* and *Rps4l* in two completely different cohorts (the Lgr5‐EGFP‐IRES‐CreERT2 knock‐in mice and the aged-mice colony of Babraham Institute) suggests that this does not explain the observations.

The other genes that show a trend of expression changes on aging in cells from the small intestinal crypt fraction are noteworthy. *Ddr2* codes for a transmembrane collagen receptor with tyrosine kinase activity and has been implicated in various disease processes, such as atherosclerosis and cancer^33^. *Ddo* codes for a D-aspartate oxidase, the promoter of which has been shown to lose DNA methylation on aging in humans in several studies^34–36^. *Pcdh20* codes for a protocadherin, a homophilic cell-adhesion protein, and has been suggested to function as a tumour-suppressor gene^37,38^. The role of PCDH20 in the intestinal epithelium is poorly understood. *P2rx7* codes for a purinergic receptor, a mediator of inflammation and inflammatory pain through its regulation of IL-1β processing and release, including in the gut^39^.

Our study shows marked differences from previous studies. Moorfield *et al*.^8^ examined expression changes among 96 candidate genes between young and old ISC and adult enterocytes from mouse with quantitative RT-PCR and identified several changes that we did not. We note substantial differences in our approaches, notably Moorfield *et al*. compared younger (2–4 months) versus older (18–22 months) mice, while we compared middle aged mice (~8 months) versus old mice (~27 months), hence investigating processes specific to late aging.

In a human study, age-linked changes in intestinal permeability have been associated with up-regulation of claudin-2 mRNA expression, albeit there were no changes in claudin-2 protein distribution^5^. We did not observe changes in claudin gene expression in our analyses. 

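Of 23 claudin genes with a row of counts, 10 were tested in ISC, where 1 (*Cldn8*) was higher and 9 were lower in aged mice, with a median log2 fold change of -0.06 (FDR = 0.385, camera with Benjamini-Hochberg adjustment over the lists). In AE, 14 were tested, 8 higher and 6 lower, with a median of 0.04 (FDR = 0.931), or -0.04 from edgeR's fitted values with the 4 genes at the limit of detection in a group set to their bound. *Cldn2* (chromosome X, 139800828 to 139811386) was at 249 ± 5.67 CPM (SD, n = 3 libraries) in young and 239 ± 9.45 CPM in aged ISC, a log2 fold change of -0.05 (standard error 0.13, FDR = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In AE it was at 32.5 ± 27.1 and 13.8 ± 0.902 CPM, a log2 fold change of -1.20 (standard error 0.66, FDR = 0.844) that was -0.30 without the young AE library of 14695446 counts and -1.67 without the one of 110794420 counts. The most abundant claudin gene in both cell types was *Cldn7*, with 682 ± 63.7 CPM in young and 649 ± 84.2 CPM in aged ISC, and 1188 ± 65.5 and 1495 ± 137 CPM in AE.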

As mice and humans have different life spans, nutrition, microbiomes and genome structures, the effect of aging on gene expression of human intestinal epithelium needs further exploration.

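Over all 15552 genes tested in ISC the median log2 fold change with age was 0.01, and over the 16265 genes tested in AE it was -0.04. A fitted change of more than 1 on the log2 scale in either direction was seen for 1341 genes (8.62%) in ISC and 1964 genes (12.1%) in AE. Of the genes with an average above 10 CPM, 87 of 9789 (0.889%) in ISC and 85 of 8015 (1.06%) in AE had one. *Actg1*, the gene to which the RT-qPCR values were normalized, changed by 0.05 in ISC (standard error 0.13) and 0.06 in AE (standard error 0.15). The age effects of ISC and AE correlated weakly across the 14723 genes tested in both (Spearman 0.124, Pearson 0.0911, with the same sign for 55.3%). Genes are not independent replicates, so no P-value is given. Libraries of ISC and AE with the same code deviate together, so part of this correlation may come from shared mice rather than from age, and with each library left out in turn the Spearman value was between 0.0545 and 0.194. A difference of the age effect between AE and ISC was tested for 17377 genes over all 12 libraries. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene, *Adora2b*, had an FDR under 0.05 (0.0221), while 675 genes had an unadjusted P under 0.05. With single libraries left out in turn, the FDR of *Adora2b* was between 0.0232 and 0.184. With the library code as a replicate block, 19 genes had an FDR under 0.05, all with a higher age effect in AE than in ISC, among them *Adora2b* (FDR = 0.0315), *Gzma* and *Cd7*. With the ages put on the codes in the 9 other ways, up to 1 gene was called, a share of 1 in 10, the smallest that 10 splits allow. Less RNA from enterocytes or lymphocytes in aged ISC libraries would also give a higher age effect in AE than in ISC. That source stays open for *Adora2b*, *Gzma* and *Cd7*, so the calls need not mean a change within ISC.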

In summary, our data underscore the robustness of the gene expression program with few transcriptional changes and evidence for tight post-transcriptional control in the aging gut. Although the epithelial transcriptome is very resilient to aging, age-related changes occur to the overall digestive system, as was previously shown for the microbiome composition^29,40–43^ and components of the immune system (reviewed in^44^, this study).

## Methods

### Mice

Male mice with C57BL/6 background were used for all experiments. The healthy aged colony of C57BL/6 male mice was established under Specific Pathogen Free (SPF) conditions and were maintained in accordance with local and Home Office rules and ARRIVE guidelines. All mice were fed *ad lib*. The animals for RNAseq were on average 118 weeks old in the aged cohort (115,119 and 122) and 33 weeks in the young cohort (31,33 and 35). For RT-qPCR the old cohort averaged at 109 weeks (105–118, 11 mice) and the young cohort at 37 weeks (25–43, 10 mice). Mice in RNAseq cohorts were *Lgr5*-GFP positive to facilitate ISC-isolation (Lgr5-EGFP-IRES-creERT2 mice, obtained from Jackson Laboratory). Experimental protocols were approved by the Babraham Research Campus local ethical review committee and the Home Office (PPL 70/8994 and 80/2529).

### Cell extraction from small intestinal crypts and villi

Mice were killed by exposure to CO_2_ followed by cervical dislocation. Small intestines were extracted, opened longitudinally and washed in phosphate buffered saline (PBS) followed by isolation of crypt and villus fractions at room temperature as described^13^. For obtaining single cell suspensions from of intestinal crypts, we used Dispase II (Sigma D4693, 0.05 mg/ml final concentration), alongside DNase (Qiagen 79254, 20 Kunitz U/ml final concentration) and Collagenase (Sigma C7657, 0.15 mg/ml final concentration).

### Isolation of RNA from AE, ISC and whole crypt epithelium

Villus cell suspensions for RNAseq and RT-qPCR as well as crypt cell suspensions for RT-qPCR were stained in 2% fetal bovine serum (FBS)/PBS with 1:200 APC-conjugated anti-Epcam antibodies (CD326, eBioscience 17-5791-82), 1:1000 AF488-conjugated anti-CD45 antibodies (Biolegend 103122) and 1:1000 AF488-conjugated anti-CD31 antibodies (Biolegend 102414) for 15 minutes at room temperature, washed 3 times and resuspended in 2% FBS/PBS with 3.2 µg/ml ROCK-inhibitor (Y-27632, Sigma). All cell preparations were stained with 4’,6-diamidino-2-phenylindole (DAPI) prior to sorting. Epcam^high^ CD31^−^ CD45^−^ DAPI^−^ cells were sorted on BD Aria III SORP cell sorter with a 100 µM nozzle (Fig. S1A,C). ISC (GFP^high^ DAPI^−^) for RNAseq were isolated from crypt suspensions of Lgr5-GFP^+^ mice and processed as above except the staining step (Fig. S1B). 60,000–100,000 cells were sorted into RLT buffer for subsequent RNA-isolation according to manufacturer’s protocol with the RNeasy Micro kit (Qiagen 74004) with on-column DNA digestion. Quantity and quality of RNA were measured with a Bioanalyzer Eukaryote Total RNA Pico assay (Agilent Technologies, 5067–1513).

### RNAseq

Libraries were generated from 35 ng total RNA according to NEB Ultra II Directional RNA Library Preparation Kit for Illumina (E7760), Poly(A) mRNA magnetic isolation module (E7490) and multiplex oligos (E7335) manuals with the following modifications: 14 PCR-amplification cycles were performed; SPRI select beads were substituted with Seramag Speedbeads (Thermo scientific 65152105050250) for size selection steps. Seramag beads were washed with TE buffer and resuspended in 50 volumes of PEG 8000 (Sigma 1546605) with 2.5 M NaCl, 10 mM Tris-Cl pH 8.0, 1 mM EDTA, 0.05% Tween 20. PEG 8000 amounts used were corresponding to 10 and 12% final PEG concentrations on sample addition. Size selection steps were performed at room temperature, adding the sample in 100 µl nuclease free water to 80 µl of bead suspension, followed by resuspension by pipetting, incubation for 10 min and precipitation on a magnetic rack. After removal of supernatant, the beads were washed twice with 80% ethanol and moderately dried before elution with TE buffer. The size selection after second strand DNA-synthesis was performed with 12% PEG concentration, the remaining size selections with 10% PEG. After PCR-amplification the size selection was performed twice (10% PEG). Quantity and quality were measured with a Bioanalyzer High Sensitivity DNA assay (Agilent Technologies, 5067–4626) and the Roche KAPA library quantification kit. Libraries were sequenced on a HiSeq. 2500 sequencer (Illumina) as HiSeq. 50 bp Single End reads according to manufacturer’s instructions.

### Bioinformatic analysis

RNAseq reads were adaptor trimmed with Trim Galore (version 0.4.4) prior to mapping to the mouse reference genome GRCm38/mm10 with HiSat2 (version 2.1.0). Uniquely mapped RNAseq data was analysed with SeqMonk version 1.42.0. Read counts were quantified using the RNAseq quantitation pipeline implemented in SeqMonk, quantifying merged transcripts over exons with 75-percentile normalization of all libraries. Differentially expressed genes were extracted from raw read count quantitation with the multiple testing corrected DESeq2 algorithm^45^ implemented in SeqMonk. GO-enrichment analysis of DEGs were performed with g:profiler^46^ against the background list of intestinally expressed genes as detailed in Supplementary Table 1.

### RT-qPCR

A subset of 32 targets was selected based on their biological significance from the 49 genes differentially expressed between young and old animals (DESeq2, FDR < 0.05) and appropriate oligonucleotide primers (Supplementary Table 2) were designed by NCBI Primer-BLAST software with murine mRNA template. Total RNA was reverse transcribed and quantitated with the Luna Universal One-Step RT-qPCR kit (NEB E3005) and BioRad thermocycler CFX384. Cq-values were per-sample normalized to *Actg1* and subsequently per-target to average target signal in each cell type. Differential expression between old and young animals was assessed for ISC and AEs separately, using 2-way ANOVA with Holm-Sidak multiple testing correction, significance threshold P < 0.05 (Graphpad Prism 7.05).

### Western blot

Small intestinal crypts and villi were extracted as described above. The epithelium was then pelleted 10 min at 500 × g, resuspended in Laemmli 2 × lysis buffer supplemented with 5% beta-mercaptoethanol and boiled for 1 min. Samples were briefly sonicated to reduce viscosity.

Antibodies against alpha-Tubulin (T9026, Sigma), Strc (Biorbyt orb313204, 1 µg/ml), Ddo (Abcam ab175110, 0.8 µg/ml), Ccr2 (ab203128, 0.66 µg/ml), Ddr2 (Abcam ab76967, 1.8 µg/ml) were used for Western blot with 3% BSA blocking, tris- buffered saline-0.1% Tween-20 (TBS-T) washing buffer and enhanced chemiluminescence (ECL) detected on x-ray film. Protein ladders were from Thermo Scientific #26616 and from GE Healthcare #RPN800E. Protein band intensity was quantified and calculated relative to their corresponding loading control signals (alpha-tubulin) after background subtraction with FIJI-software^47^ (Supplementary Table 3).

### Neutrophil/Monocyte quantitation

Immunofluorescent stainings were prepared and confocal imaging performed as described^48^ with primary Myeloperoxidase (MPO)-antibody (R&D AF3667, 5 µg/ml) incubated 2 h at room temperature and secondary anti-goat AlexaFluor 488 (Invitrogen A11055, 10 µg/ml) incubated at 4 °C over night. Permeabilization was performed for 4 min in 0.3% TritonX/PBS. 2% BSA/2% donkey serum/PBS was used as blocking solution. No unmasking was performed. Imaging was performed on a Zeiss 780 confocal microscope with a 20 × Plan Apo air objective at optimal resolution settings with 2 × line averaging. 5 × 2 µm optical stacks were processed as maximum intensity overlays (optical thickness 8 µm. Contrast enhancement (thresholding background signal) were performed with FIJI^47^. Three technical replicates (different intestinal positions within the same sample) were measured and averaged per sample. Average total imaged crypt area per sample: 0.16 mm^2^, villus area 0.18 mm^2^. Crypt and villus areas were measured with FIJI, positive cells counted manually after background correction.

## Supplementary information

Supplementary Figures S1-S6

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

## Data Availability

The datasets generated in this study are available in the GEO repository with accession number GSE122441.

# Supplementary material for: Transcriptome analysis identifies a robust gene expression program in the mouse intestinal epithelium on aging
**Source:** Sci Rep. 2019 Jul 18;9:10410. doi: 10.1038/s41598-019-46966-3
**Supplement:** Supplementary file 1 — Supplementary Figures S1-S6

## **Supplementary Figures**

### **Transcriptome analysis identifies a robust gene expression program in the mouse intestinal epithelium on aging**

Juri Kazakevych<sup>1</sup>, Elena Stoyanova<sup>1</sup>, Anke Liebert<sup>1,3</sup>, Patrick Varga-Weisz<sup>1, 2, \*</sup>

# Figure S1

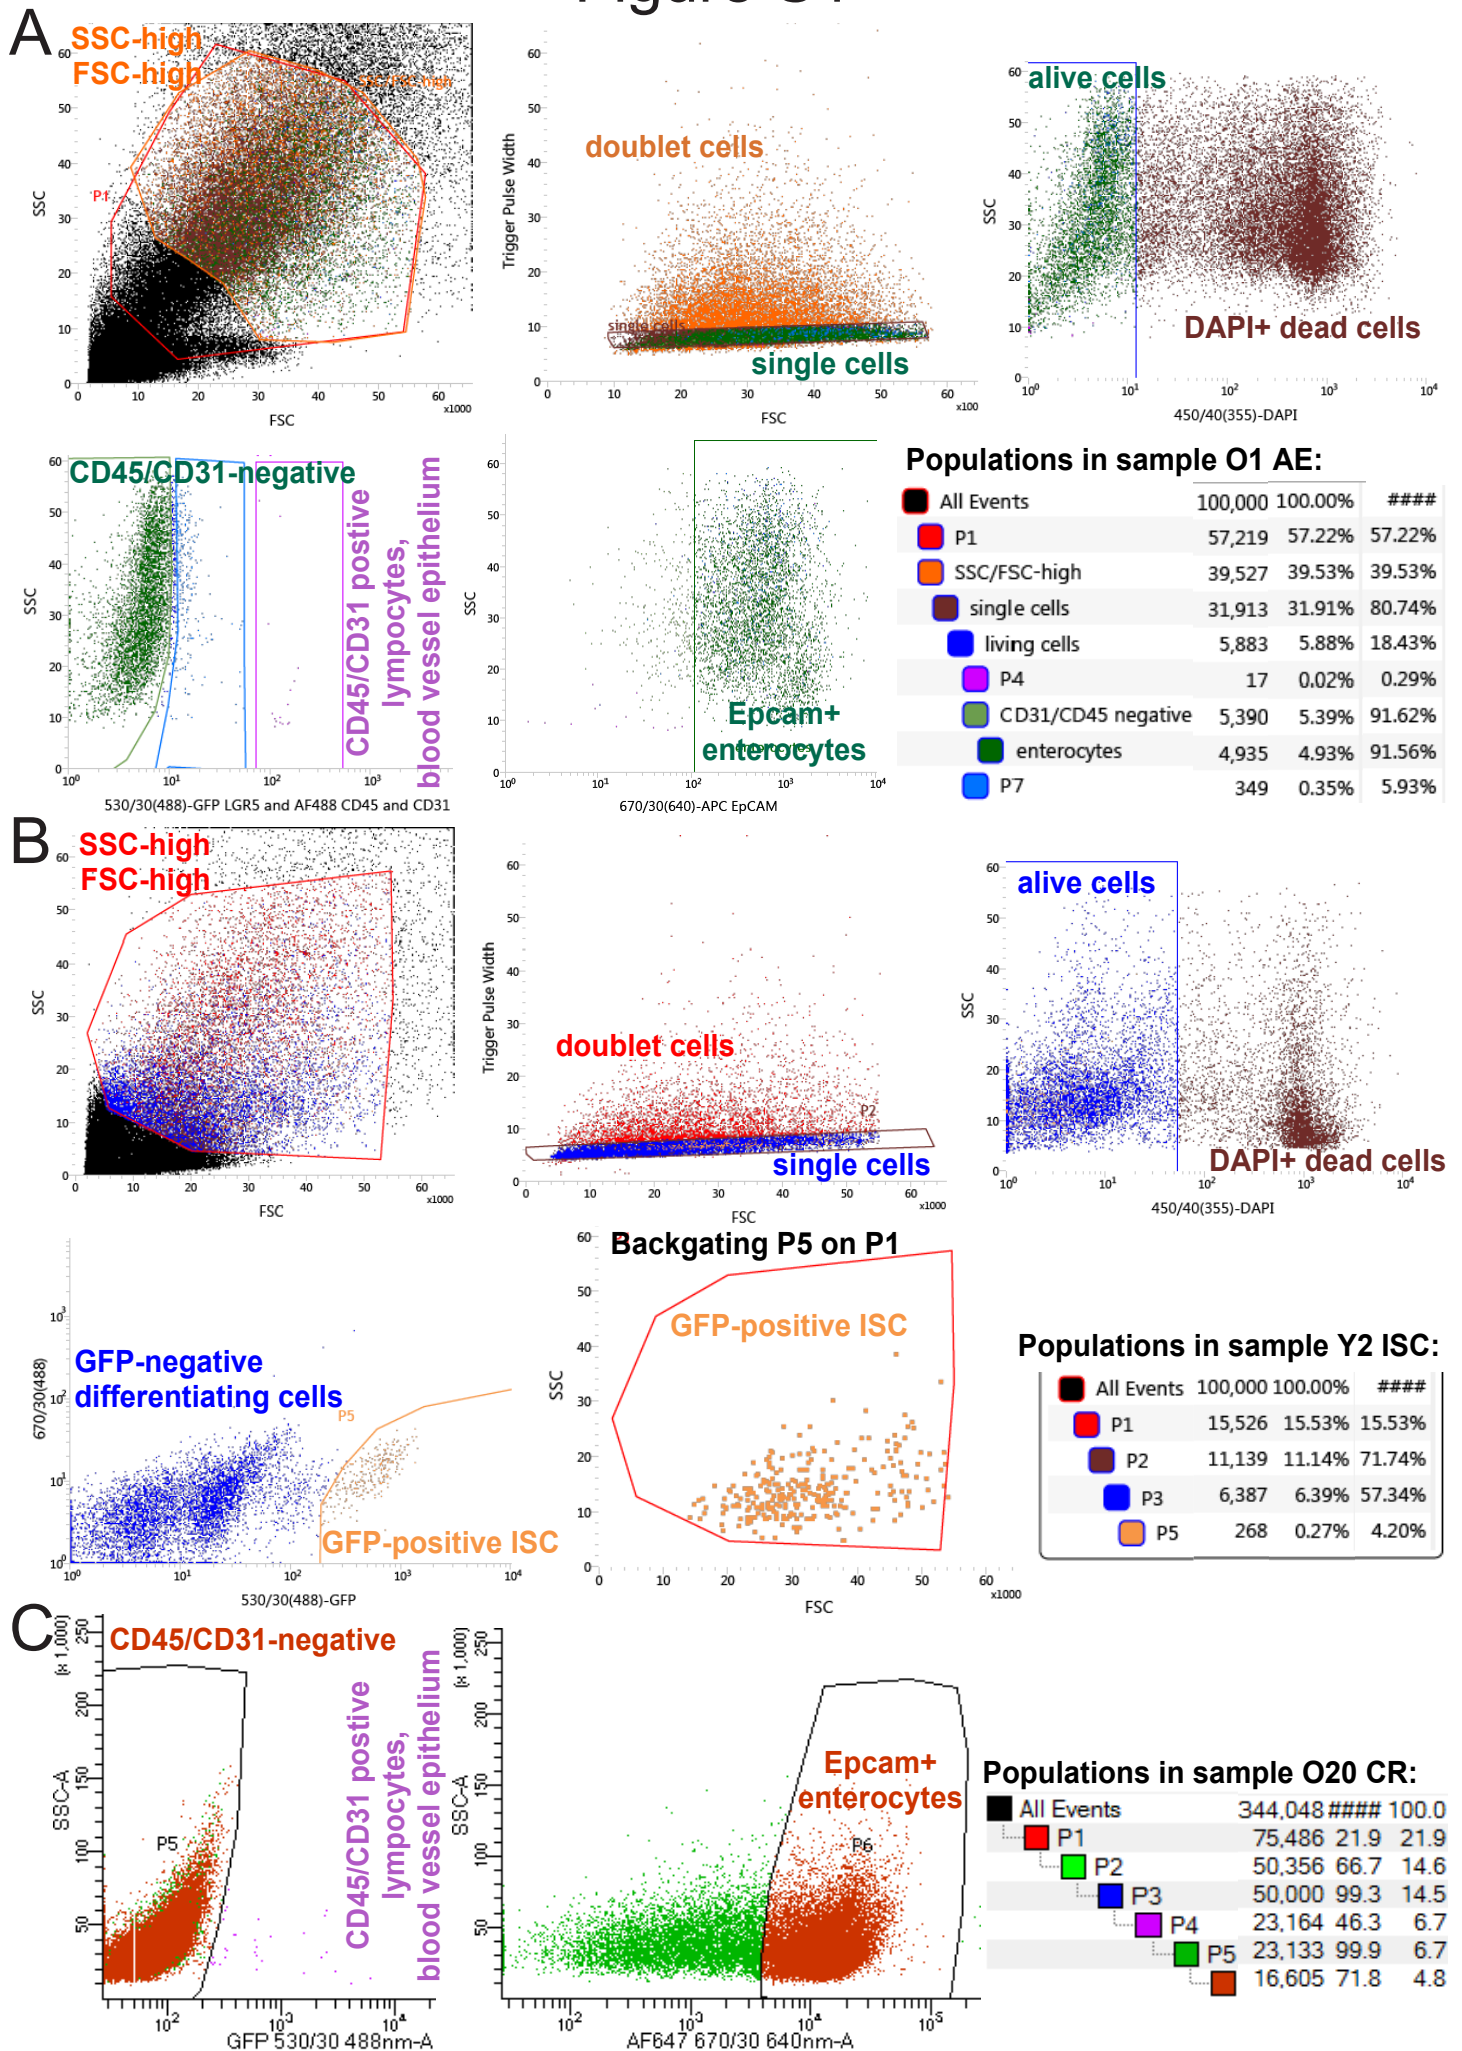

**Figure S1. Isolation of AE, ISC and whole crypt epithelium cells by flow sorting.**

Sorting strategy with exemplary samples of aged AE (**A**), young ISC (**B**) and aged whole crypt epithelium (**C**) and respective population sizes, fractions of total events and fractions of parent population. (**A**) Villus epithelium single cell suspension is gated for cell geometry via SSC (side-scatter) and FSC (forward scatter) parameters to obtain single cells and avoid cell debris. Live cells are gated for by negative DAPI staining. CD45+ and CD31+ cells (lymphocytes, blood vessel epithelium) are excluded by AF488-negative gating. AE are gated as Epcam-high cells and sorted to lysis buffer. (**B**) Crypt epithelium single cell suspension is gated until alive cells similar to **A**. *Lgr5*-GFP-positive ISC are gated as GFP-high cells and sorted to lysis buffer. Back-gating of GFP-positive ISC on the primary SSC/FSC scatter plot shows a single cell population. (**C**) Crypt epithelium single cell suspension is gated until alive cells as in **B**. CD45+ and CD31+ cells (lymphocytes, blood vessel epithelium) are excluded by AF488-negative gating. Whole crypt epithelial cells (including ISC, TA and Paneth cells) are gated as Epcam-high cells and sorted to lysis buffer.

Figure S2

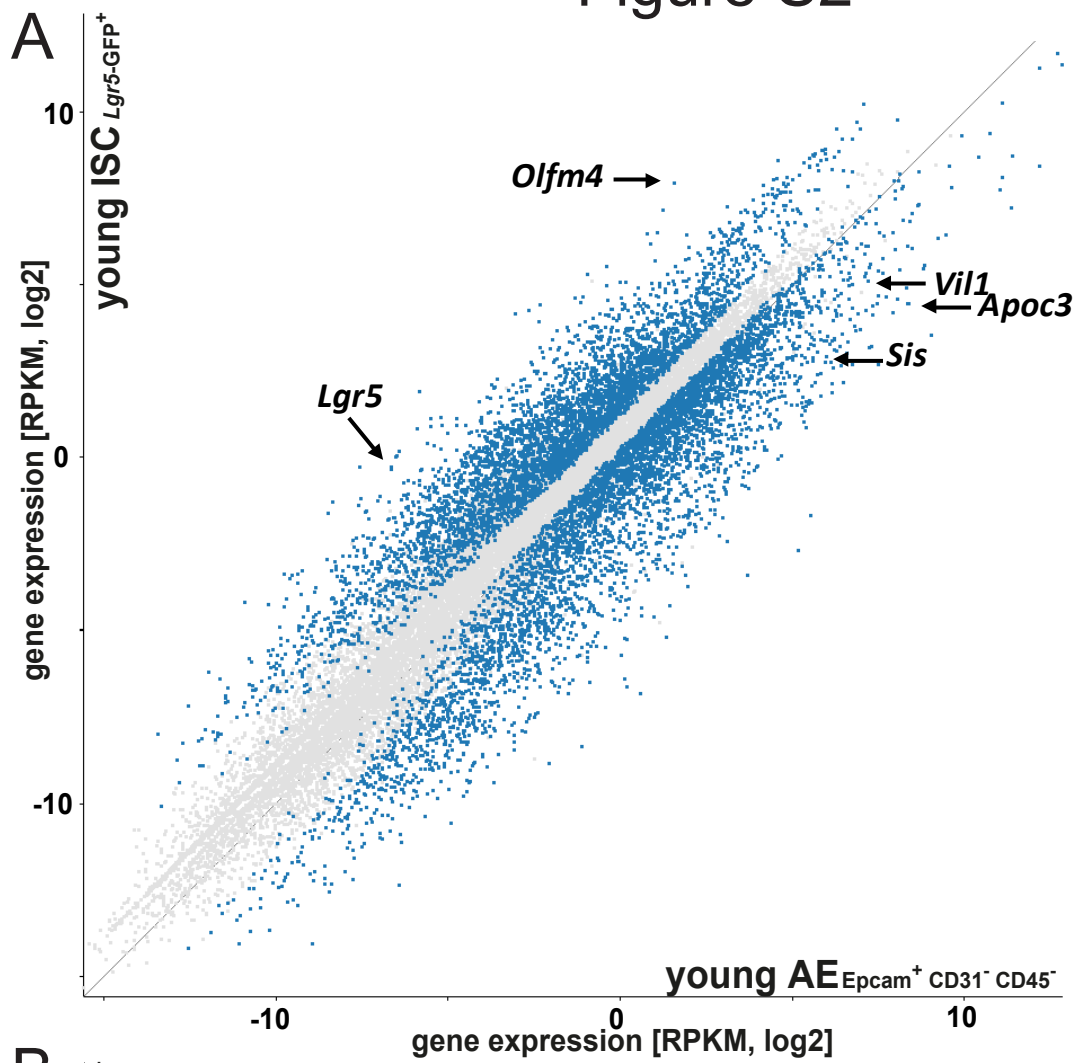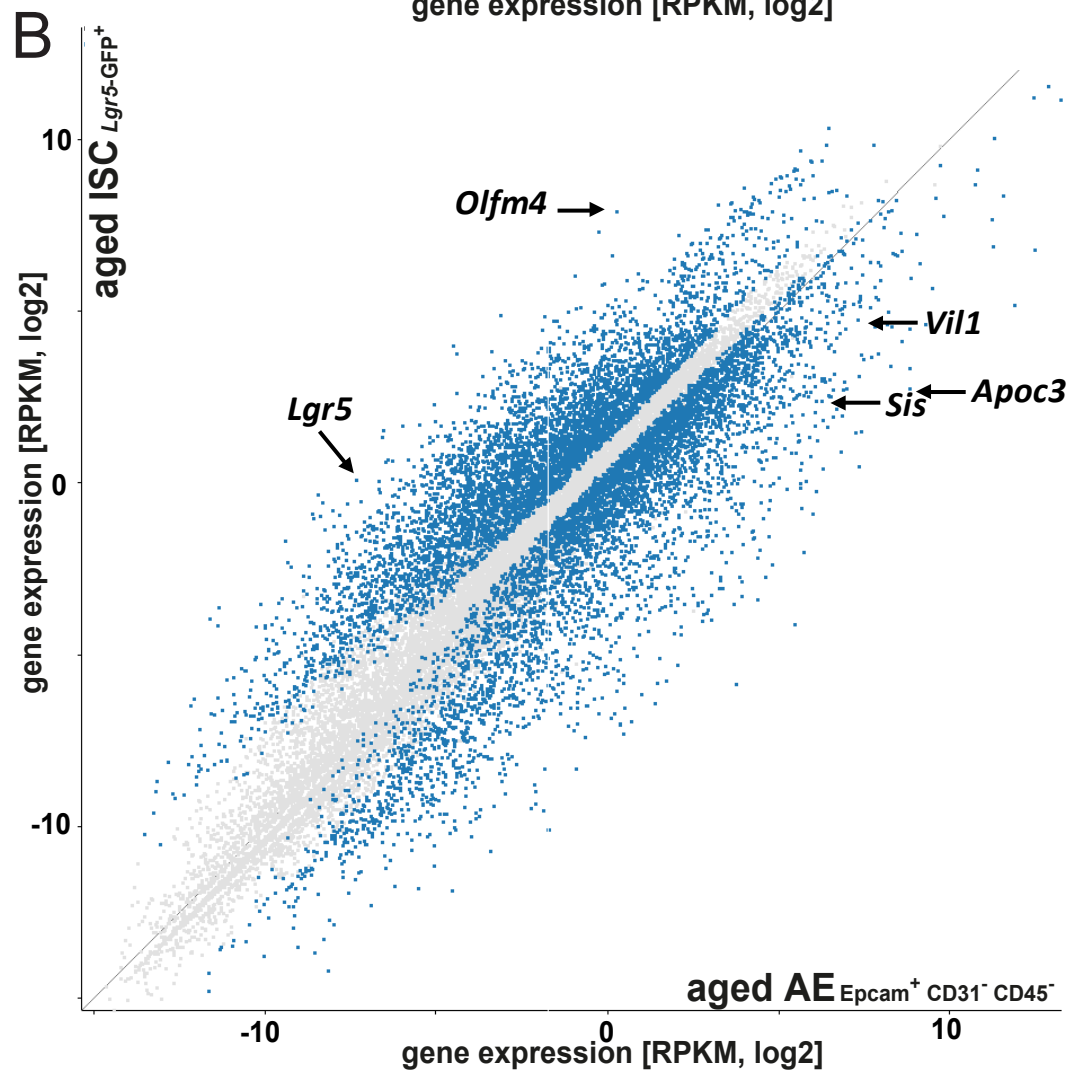

**Figure S2. Expression of intestinal cell type specific epithelium markers during ageing.** Scatterplots show relative expression levels as log2 scale RPKM (Reads Per Kilobase of transcript per Million mapped reads) quantitations in young (**A**) and aged (**B**) samples with genes significantly up/down-regulated between cell types of same age highlighted in blue (DESeq2 test with cut-off FDR<0.05, n=3). A subset of known ISC/AE cell type markers is labeled.

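Between AE and ISC of young mice, 16681 genes were tested and 9276 had an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4817 of them higher and 4459 lower in AE. In aged mice, 15855 genes were tested and 10286 had an FDR under 0.05, 4857 of them higher and 5429 lower in AE. With single libraries left out in turn, the counts were between 7403 and 8929 in young and between 9121 and 10273 in aged mice.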

# Figure S3

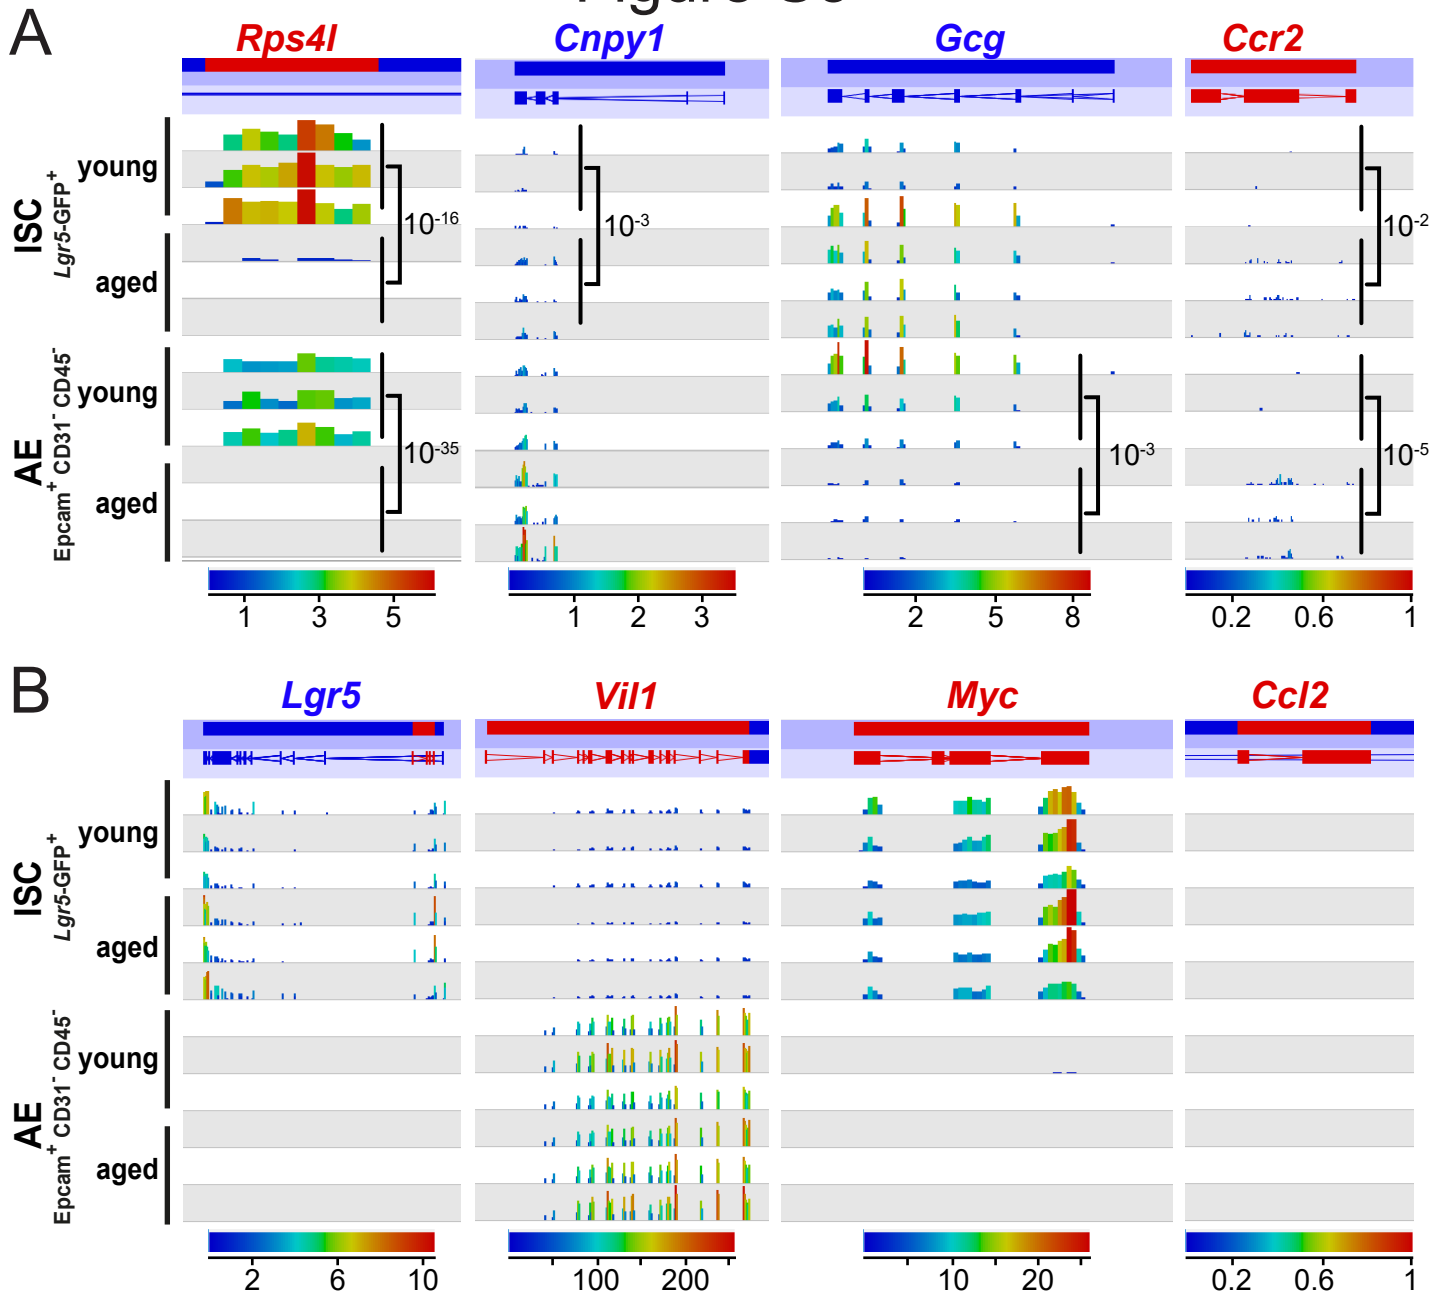

**Figure S3. Gene expression changes on ageing in the small intestinal epithelium.**

**(A-B)** RPKM-normalized RNA-seq track examples. 100 bp running window strand specific quantitation, linear scale. Significant aged/young changes in gene expression identified by DESeq2 are indicated with corresponding FDR values (cut-off FDR<0.05, n=3). **(A)** Genes differentially expressed between young and aged ISC and AE samples, as shown in Fig. 1E: *Rps4l* (0.94 kb), *Cnpy1* (45 kb), *Gcg* (9.1 kb) and *Ccr2* (12 kb). **(B)** Additional genes with no age-linked changes: *Lgr5* (137 kb), *Vil1* (26 kb), *Myc* (20 kb) and *Ccl2* (1.8 kb).

# Figure S4

A

GO-enrichment of young vs. aged DEG against background list of expressed genes

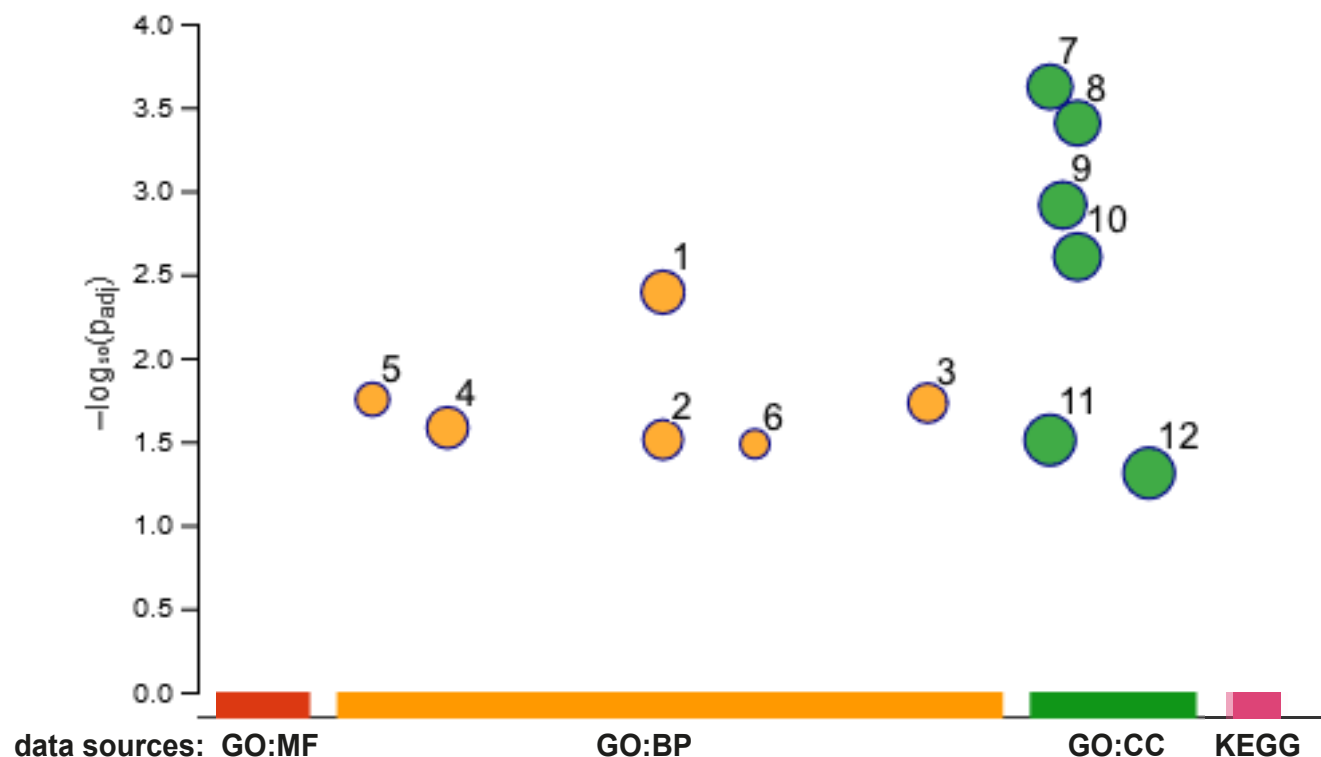

| ID | source | term ID    | term name                                            | Padj                   |
|----|--------|------------|------------------------------------------------------|------------------------|
| 1  | GO:BP  | GO:0032101 | regulation of response to external stimulus          | $4.053 \times 10^{-3}$ |
| 2  | GO:BP  | GO:0032102 | negative regulation of response to external stimulus | $3.092 \times 10^{-2}$ |
| 3  | GO:BP  | GO:0050727 | regulation of inflammatory response                  | $1.868 \times 10^{-2}$ |
| 4  | GO:BP  | GO:0006954 | inflammatory response                                | $2.623 \times 10^{-2}$ |
| 5  | GO:BP  | GO:0002275 | myeloid cell activation involved in immune respon... | $1.775 \times 10^{-2}$ |
| 6  | GO:BP  | GO:0036230 | granulocyte activation                               | $3.284 \times 10^{-2}$ |
| 7  | GO:CC  | GO:0005887 | integral component of plasma membrane                | $2.393 \times 10^{-4}$ |
| 8  | GO:CC  | GO:0031226 | intrinsic component of plasma membrane               | $3.942 \times 10^{-4}$ |
| 9  | GO:CC  | GO:0016021 | integral component of membrane                       | $1.222 \times 10^{-3}$ |
| 10 | GO:CC  | GO:0031224 | intrinsic component of membrane                      | $2.490 \times 10^{-3}$ |
| 11 | GO:CC  | GO:0005886 | plasma membrane                                      | $3.111 \times 10^{-2}$ |
| 12 | GO:CC  | GO:0071944 | cell periphery                                       | $4.905 \times 10^{-2}$ |

**Figure S4. DEG aged vs. young GO-enrichment.** Significantly enriched gene ontology annotations from the indicated databases (cut-off  $P < 0.05$ , See Supplementary Table 1 for analysis parameters and detailed results). MF: Molecular Function, BP: Biological Process, CC: Cellular Component, KEGG: KEGG-Pathway.

# Figure S5

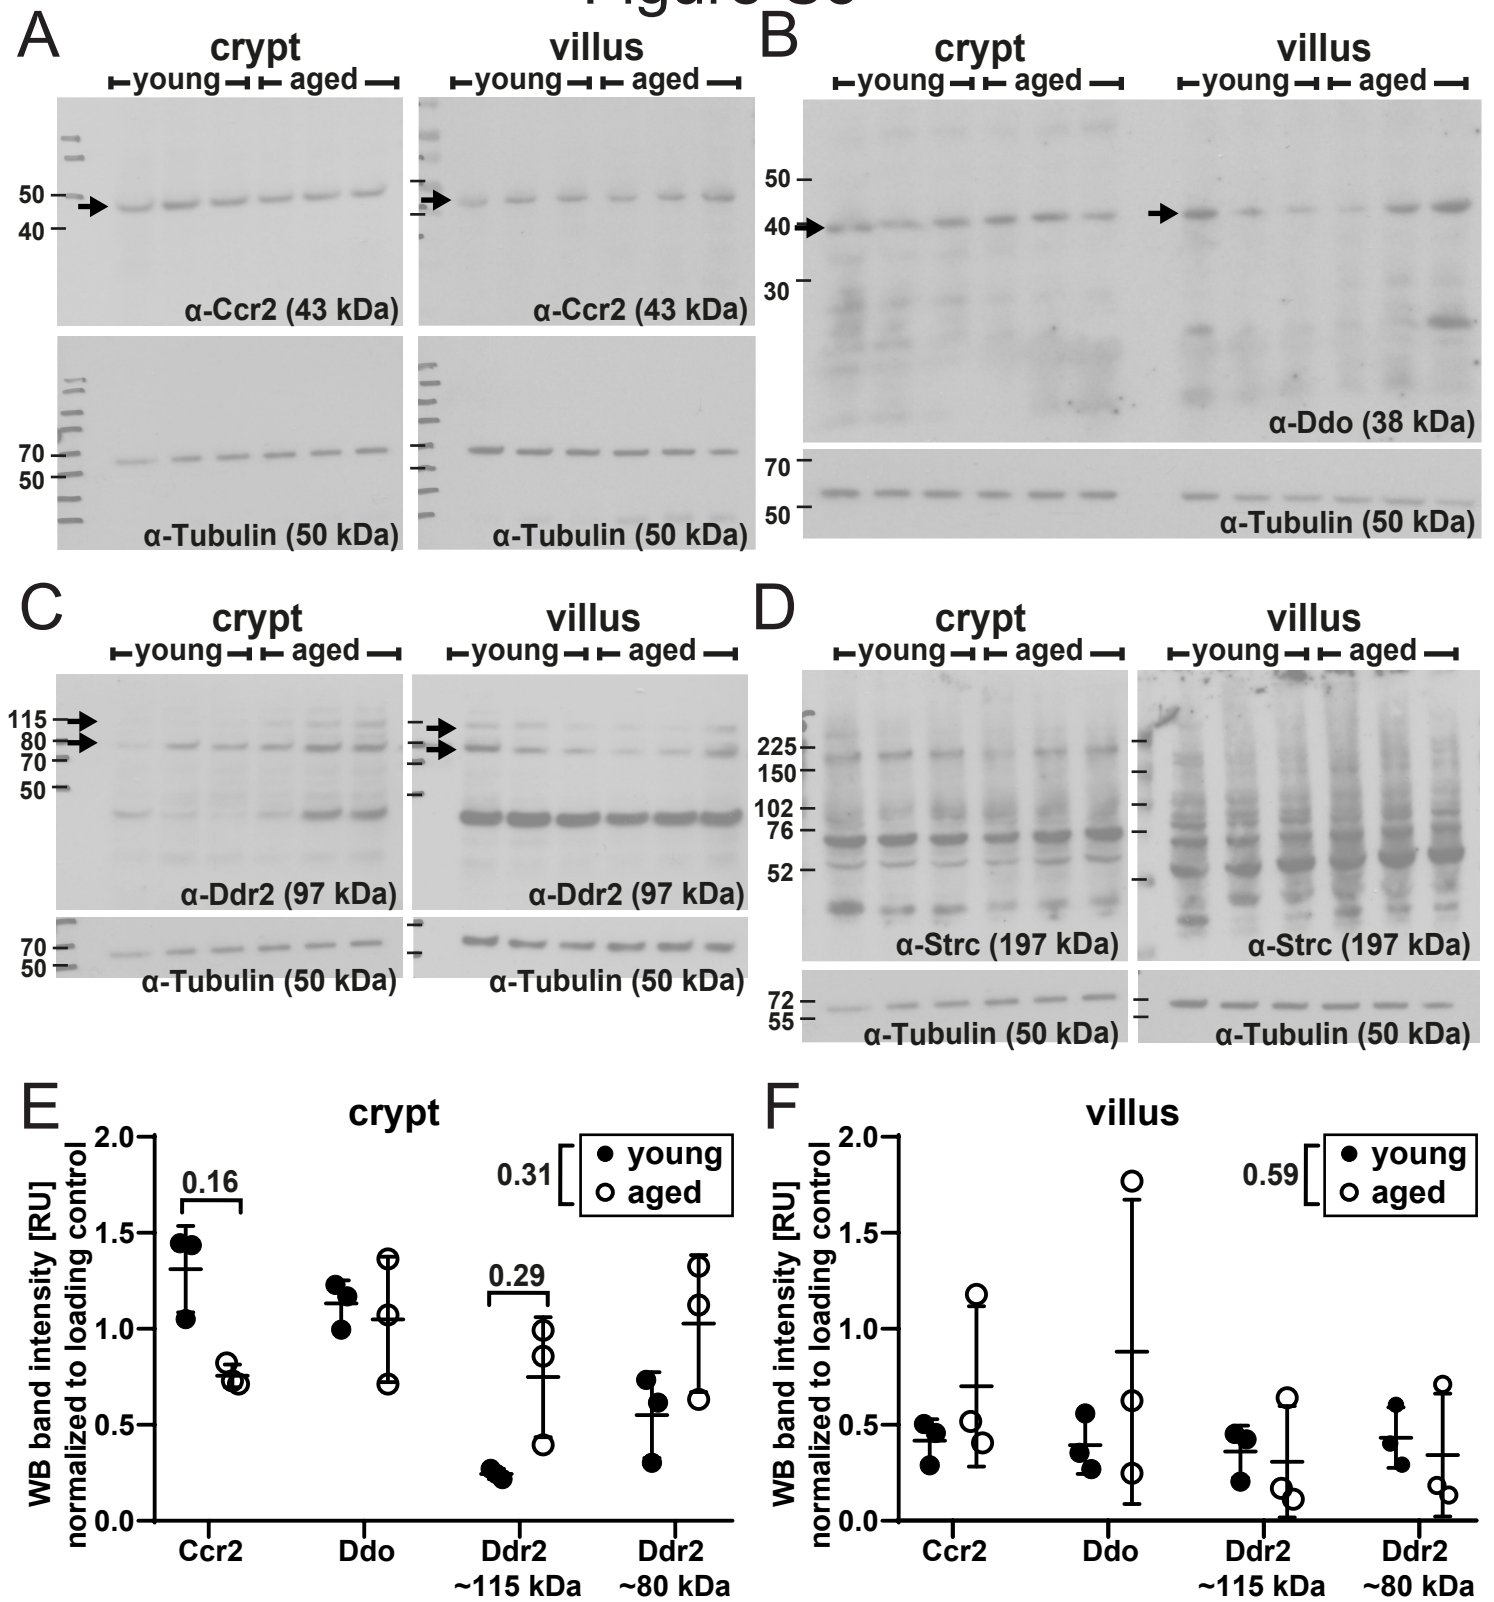

**Figure S5. Protein levels of DEG during ageing.** (A-D) Western blots of selected DEG-encoded proteins: Ccr2 (A), Ddo (B), Ddr2 (C) and Strc (D) with tubulin as loading control. Tubulin blots for crypts in panels A, C and D are the same. Tubulin blots for villi in panels A and D are the same. (E, F) Quantitation of arrow-indicated bands with normalization to loading control. SD indicated by error bars. No significant old/young changes in protein levels were identified by 2-Way ANOVA (cut-off  $P < 0.05$ ,  $n = 3$ , selected  $P$ -values indicated. See also Supplementary Table 3).

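Supplementary Table 3 gives band intensities relative to tubulin as means over 3 young and 3 aged samples, and the values that follow are the paper's. In crypts, the paper's mean for Ccr2 was 1.311 in young and 0.755 in aged samples, with a standard error of the difference of 0.135, and its mean for Ddo was 1.132 and 1.049. The 115 kDa band of Ddr2 was at 0.244 in young and 0.749 in aged crypts (standard error of the difference 0.181). The 80 kDa band was at 0.551 and 1.028 (standard error of the difference 0.243). In villi, the paper's mean for Ccr2 was 0.623 in young and 1.048 in aged samples (standard error of the difference 0.375), so that the direction was opposite to that in crypts. In villi the 115 kDa band of Ddr2 was at 0.538 in young and 0.459 in aged samples (standard error of the difference 0.278). The 80 kDa band was at 0.647 and 0.512 there (standard error 0.309). Both Ddr2 differences in villi, -0.0792 and -0.135, lay within these errors, so they give no direction to compare with crypts. Ddo in villi was at 0.589 and 1.318, a difference of 0.729 (standard error 0.698), against -0.083 in crypts (standard error 0.201). The difference of aged minus young was -0.556 for Ccr2 in crypts and 0.425 in villi.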

A

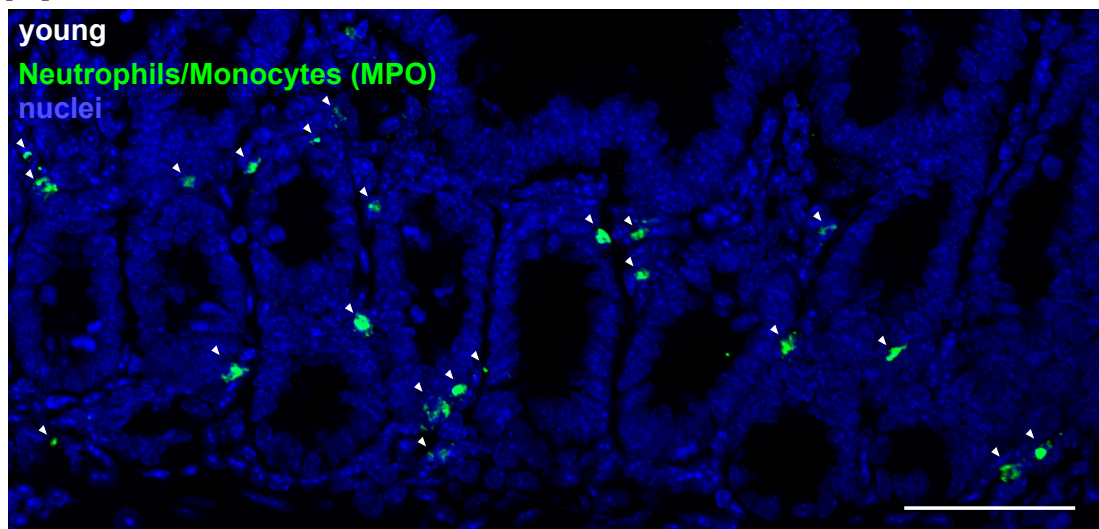

B

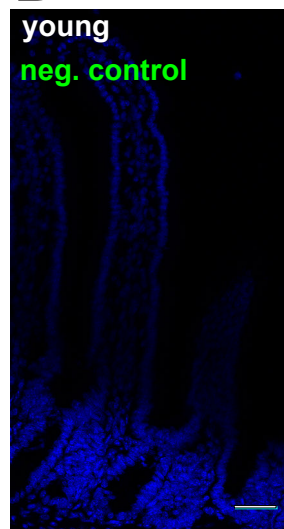

C

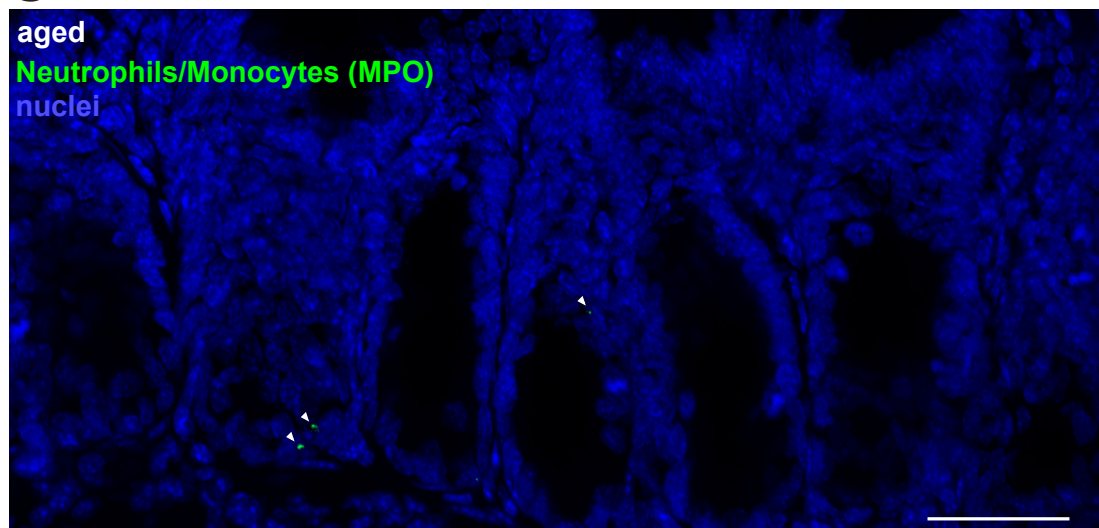

D

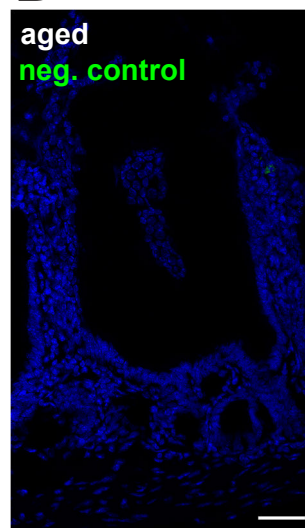

**Figure S6. Neutrophils and monocytes during ageing.** (A, B) Increased magnification of young (A) and aged (B) small intestinal crypt tissue in Fig. 3 A and B showing the sub-epithelial localization of Myeloperoxidase (MPO)-positive cells (green). Scored cells are indicated. Scale bars: 40  $\mu$ m. (C, D) No-primary antibody control in young and aged SI.

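Supplementary Table 4 gives, for 5 young and 4 aged mice, the MPO-positive cells counted and the area imaged at 3 positions of the small intestine per mouse, from which densities were averaged per mouse. MPO, myeloperoxidase, is an enzyme of neutrophils and monocytes. The legend of Fig. 3C names F4/80-positive cells for this quantification, while the text and the legend of Fig. 3A and B name MPO. In crypts, 244.9 ± 75.1 positive cells per square mm (SD, n = 5) were found in young and 111.525 ± 48.3 (SD, n = 4) in aged mice, a difference of -133 (exact permutation test, two-sided P = 0.00794 over 126 splits, 0.0159 after Benjamini-Hochberg adjustment over crypts and villi). Every young mouse, from 187 to 345 cells, lay above every aged mouse, from 39.1 to 137. In villi, 110 ± 59.4 cells per square mm were found in young and 73.529 ± 62.4 in aged mice, a difference of -36.4 that was within the spread between mice (exact permutation test, two-sided P = 0.381). With each mouse left out in turn, the crypt difference was between -148 and -108 and the exact P between 0.0286 and 0.0714, where the fits without any of 3 of the aged mice were above 0.05. From these counts the paper concludes that the number of MPO-positive cells drops in the aged tissue, and it proposes that this could reflect a changed immune response.

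**Figure D4:**
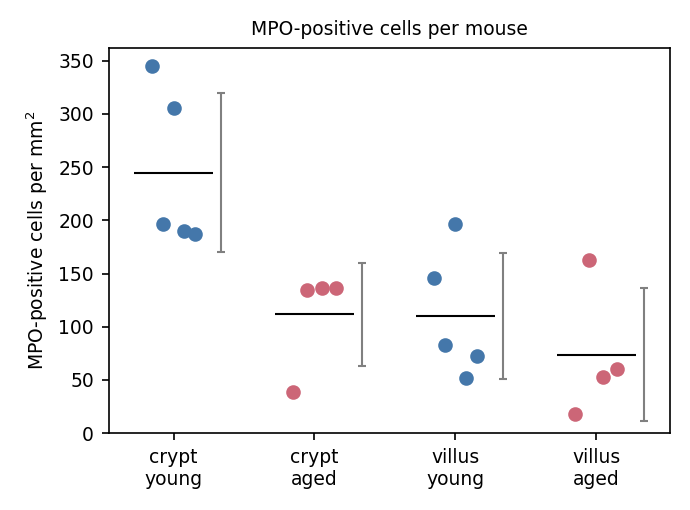
MPO-positive cells per square mm of imaged area (y axis) in crypts and villi of 5 young (blue) and 4 aged (red) mice. Each point is the mean over 3 positions of a mouse, black lines are group means and grey bars are the SD, and the aged crypt values lie between 39.1 and 137.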

How the deposited data were processed for this re-analysis (not part of the article)

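RNA of sorted ISC and AE from 3 young and 3 aged male mice was sequenced as 12 libraries of 50 bp single-end reads. The counts were made by the authors before deposit: adaptors were trimmed with Trim Galore, reads were mapped to GRCm38 with HiSat2, and uniquely mapped reads were counted per gene over the exons of merged transcripts in SeqMonk. These deposited counts are raw, cover 34245 genes, of which 46 names occur more than once, and 13620 genes have no counts in any library. The annotation release that the authors used is not stated. The log2 values of the 49 DEGs were made by the authors from read counts scaled to the 75th percentile of all libraries. The deposited -log10 FDR values are those of the authors' DESeq2 test and were read for 39 genes in ISC and 12 in AE.

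Each column was assigned to the cell type and age that its own name spells. In 8 of 12 sample titles the library code and the rest of the title name different groups, so the columns were not joined to titles. Replicate numbers in the tables of results follow the order of columns within a group and stand for nothing else. The column codes carry a number of their own that ISC and AE libraries of an age share, 3 at each age. Libraries of the same code deviated together from the means of their groups, with correlations over genes from 0.121 to 0.287 in 6 of 6 pairs, against -0.214 to 0.0583 in the 12 pairs of different codes. The code was therefore used as a replicate block in an alternative fit of AE against ISC and of the difference of age effects. Whether a code stands for a mouse is not stated. Library totals were between 11893817 and 110794420 counts, with medians of 13540644 in young ISC, 16475043 in aged ISC, 15189033 in young AE and 13815802 in aged AE. The 10 most abundant genes took between 4.17% and 13.1% of the counts of a library. Log2 CPM of libraries of the same group correlated with Pearson coefficients from 0.967 to 0.983.

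Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes with a total of at least 10 counts over the libraries of a comparison were scaled by TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. Aged was compared with young in each cell type, AE with ISC at each age, and the difference of the age effect between cell types over all 12 libraries. Marker lists were tested with limma's camera on log2 CPM from voom with a preset correlation of 0.01, adjusted over 15 lists: stem cell, proliferation, enterocyte, goblet, Paneth, enteroendocrine, tuft, T cell and intraepithelial lymphocyte, monocyte with macrophage and neutrophil, B and plasma cell, stroma and endothelium, inflammation, MHC class II, Y chromosome and claudin. Genes that the study highlights were left out of the lists of the cells that might carry them. Genes that start within 2 Mb of the distal end of a chromosome were tested in the same way. Genes were named by a rule set before the data were examined: those the paper names, the members of the marker lists, and for each comparison by age the 3 genes with the largest rise and the 3 with the largest fall among genes called that the paper does not name. With 0 genes called, the last part named none. Alternatives to these were run on 18 of the named genes. A gene was taken as at the limit of detection at 3 counts or fewer.

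The alternatives set before the data were examined were DESeq2, RLE and upper-quartile scaling, other filters, a fit on all 4 groups, fry and an estimated correlation for the lists, other windows, a replicate block, and leaving out each library or mouse. Others were chosen after the data were examined: 6 further configurations of the quasi-likelihood test, the exact and likelihood ratio tests of edgeR, limma-voom, 1 surrogate variable, reads recovered from the log2 values, and thinning of the deepest library. While exploring, 8 configurations of the quasi-likelihood test and 4 other tests were run per cell type before the results were written. Both tests were tested on simulated data made from these libraries with 200 changed genes: the quasi-likelihood test recovered 161 in ISC with 6 false calls and 140 in AE with 12, and DESeq2 recovered 167 with 25 and 151 with 29. With a low dispersion in place of the estimated one, the quasi-likelihood test recovered 197 in ISC with 13 false calls and 199 in AE with 5, and DESeq2 191 with 8 and 192 with 10. The changed genes were drawn only from genes with more counts than the filter asks for. Simulated genes varied independently, so variation shared across a library was left out. Recovery may thus be lower in the real libraries, and for genes with few counts, such as *Ccr2* and *Strc* in ISC, it was not measured.

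Splits of the same libraries into other groups were counted for each comparison, 10 for 3 against 3 libraries and 100 drawn with a random seed of 1 for the difference of age effects. The fits with 1 surrogate variable and the difference of age effects with a replicate block were repeated on 10 splits each, after the data were examined. MPO-positive cells were taken from the paper's supplementary table as cells and area at 3 positions per mouse, averaged per mouse and compared by an exact permutation test. The values of RT-qPCR were not analysed here, and for Western blots the paper's means are given.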

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

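The tests on lymphocyte markers were chosen only after the fall of *Gzma* and *Cd7* had been seen. The counts used for MHC class II in place of the thinned AE library first planned, and the other ways to put the ages on the codes under a replicate block were also chosen after the data were examined.

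In aged mouse 1, 39.1 MPO-positive cells per square mm of crypt area were found, far below the other 3 aged mice (gap over range 0.972, past Dixon's critical value for 4 mice). This was seen in 1 of 4 groups tested, and about 1 in 20 groups would show it by chance. A small imaged area as the source is argued against by the area of 0.156 square mm, which lies within the range of the other aged mice (0.136 to 0.169). With 6 cells counted, counting error is large. Without this mouse the difference was -109 (exact permutation test, P = 0.0714). A true difference between mice stays open and was not tested.

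The age effect on *Adora2b* differed between AE and ISC by 2.92 on the log2 scale (FDR = 0.0221, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell in all 3 aged ISC libraries, from 1.73 ± 0.239 to 0.304 ± 0.132 CPM (SD), and rose in all 3 aged AE libraries, from 28.6 ± 2.14 to 35.7 ± 3.01 CPM. Of 100 splits of the libraries, 9 gave at least as many genes, so a single gene may come from the grouping of the libraries. With the library code as a replicate block, 19 genes were called, *Adora2b* with FDR = 0.0315, and the 9 other ways to put the ages on the codes called up to 1. With single libraries left out in turn the FDR was between 0.0232 and 0.184, and under the other alternatives without the block between 4.54e-08 and 0.0238. The lower enterocyte share of aged ISC libraries, whose groups overlap, would account for 55.3% of the fall of *Adora2b* in ISC, if ISC make none of the enterocyte markers. Less RNA from enterocytes in aged ISC libraries therefore stays open as a source of part of the difference. An effect of age that depends on the cell type also stays open, untested in other mice.

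T cell and intraepithelial lymphocyte markers, which the paper does not analyse, fell in aged ISC with a median log2 fold change of -2.57 (11 of 12 lower), or -1.29 with the 6 genes at the limit of detection set to their bound. Adjusted over the list alone, 5 of 12 had an FDR under 0.05. Camera gave FDR = 6.33e-10. Less RNA from such cells in the aged libraries may explain the fall of *Gzma* and *Cd7*. By the paper's methods, ISC were sorted on GFP without the antibody staining, so cells with CD45 were excluded by stain from AE only. By that test as first written the value falls on the side of this explanation, but fry gave FDR = 0.619 and an estimated correlation 0.752, and 4 of 10 splits called the list, so it cannot be told apart from a change within ISC. In AE the list had a median of 0.52 (FDR = 0.134 with camera). Fewer such cells in aged crypts, or a difference in sorting, stay open and were not tested.

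MHC class II transcripts, which the paper does not analyse, had a median log2 fold change of 1.24 in ISC (FDR = 0.0368, camera) and 1.71 in AE (FDR = 2.15e-04, camera), with 7 of 7 genes higher in each. In edgeR's fitted values the medians were 0.32 and 0.99. Summed over the list, CPM were 2405, 2279 and 62.7 in young and 3367, 949.8 and 1582 in aged ISC, and 7139, 6865 and 265 in young and 10309, 8473 and 9274 in aged AE. Without the young ISC library of 14133772 counts the median was -0.43, and without the young AE library of 110794420 counts it was 0.42, so 1 library in each cell type decides the size and, in ISC, the direction. The depth of that AE library as the source is argued against by its counts before division by the total: 22137, against 82980 or more in each of the other AE libraries, and more reads cannot lower a count. The low ISC library was of ordinary depth. Thinning keeps the share of each gene (266 CPM after it), so it decides nothing. The low ISC library and the low AE library carry the same code and deviated together over all genes (correlation 0.287), so both may come from 1 mouse, and the 2 cell types are then not separate evidence. The list was called in 8 of 10 splits in ISC and 10 of 10 in AE. Neither fry nor an estimated correlation called it. Why these 2 libraries are low was not tested, and no biological explanation was tested.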

How the results depend on the processing

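The alternatives with DESeq2, other scaling, other filters, all 4 groups, other tests of the lists, other windows, a replicate block and libraries left out were set before the data were examined. The exact and likelihood ratio tests, limma-voom, recovered reads, the surrogate variable, further configurations and thinning were chosen after seeing the data. Where no cause is named below, the cause was not tested.

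Against 0 genes called with age in ISC (784 at an unadjusted P under 0.05), DESeq2 called 57 (11 higher, 46 lower), no filter 1, the fit on all 4 groups 3, the exact test 59, the likelihood ratio test 72, recovered reads 3 and 1 surrogate variable 1. Against 0 in AE (779 at an unadjusted P under 0.05), DESeq2 called 17 (11 higher, 6 lower), all 4 groups 2, the exact test 14, the likelihood ratio test 21, recovered reads 1, 1 surrogate variable 1 and thinning of the deepest library 1 (the first of 10 draws, of which 4 called *Ccr2*). RLE, upper-quartile scaling, filterByExpr, limma-voom and the further configurations called 0 in both, and no filter 0 in AE, with 543 to 809 genes at an unadjusted P under 0.05. Across fits that each left out 1 library, from 0 to 1 gene was called in ISC (1 without the aged library of 26796461 counts, *Gdpd3*) and from 0 to 1 in AE (1 without the young library of 110794420 counts, *Hsph1*). The difference of age effects gave 42 genes with DESeq2 and from 0 to 3 with 1 library left out, against 1.

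With the library code as a replicate block, which pairs ISC and AE libraries, the difference of age effects gave 19 genes. The block moved AE against ISC to 9471 genes in young and 10815 in aged mice, and changed no other call on a gene named for that comparison. Young and aged libraries share the numbers 1 and 3 only, in codes of different groups, and the same-numbered ones correlated at -0.0145 and 0.319 in ISC and 0.164 and 0.183 in AE, with too few pairs to tell whether the number marks anything shared. On these 4 libraries, a replicate block gave 53 genes in ISC (4 higher, 49 lower) and 0 in AE, with 1 residual degree of freedom, and *Myc* at 0.15 and *Ghrl* at 0.54 in ISC and *Myc* at 0.51 in AE reversed.

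Against 3 lists called in ISC and 2 in AE by camera, fry and an estimated correlation called 0 in each. With libraries left out, from 3 to 5 were called in ISC and from 2 to 9 in AE, 9 without the young library of 110794420 counts. With filterByExpr, which leaves fewer genes per list, the direction of the test reversed for the monocyte list (0.23 in ISC, 0.32 in AE) and the stroma list in ISC (0.42). With fry it reversed for the inflammation list (-0.0474) and the claudin list (0.0367) in AE, whose medians are unchanged by construction.

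With 1 library left out, the direction of the camera test reversed for these lists, given with the range of their medians, in ISC: stem cell -0.0831 to 0.17, goblet 0.0695 to 0.37, Paneth -0.62 to 0.0702, enteroendocrine -0.0153 to 0.64, tuft -0.51 to 0.11, monocyte -0.30 to 0.38, stroma -0.19 to 0.96, MHC class II -0.43 to 2.09, claudin -0.14 to -0.00900, and genes near chromosome ends 0.00522 to 0.0328. In ISC the median alone changed sign for proliferation (-0.12 to 0.0519), inflammation (-0.54 to 0.17), B cell (-1.16 to 0.0578) and Y chromosome (-0.0917 to 0.10). In AE the test reversed for stem cell -1.12 to 0.0364, proliferation -1.40 to 0.21, goblet -0.26 to 0.16, Paneth -1.08 to 0.26, enteroendocrine -1.12 to 0.21, tuft -0.87 to 0.13, lymphocyte -0.0302 to 0.96, B cell -0.65 to 0.21, inflammation -0.42 to 0.14, claudin -0.14 to 0.13, and chromosome ends -0.0203 to 0.0497. The Spearman correlation of age effects was from 0.0545 to 0.194.

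Single genes also reversed. With 1 surrogate variable, *Olfm4* was at 0.27, *Sis* at 0.50, *Gcg* at -0.0234 and *Socs3* at -0.24 in ISC and *Cd7* at -0.00403 in AE, and limma-voom gave 0.27 for *Myc* in AE. With 1 library left out, the ranges in ISC were *Olfm4* -0.23 to 0.10, *Sis* -0.88 to 0.20, *Myc* -0.20 to 0.10, *Gcg* -0.0817 to 0.99, *Socs3* -0.14 to 0.30 and *Ghrl* -0.50 to 0.41, and in AE *Myc* -1.76 to 0.40, *Gzma* -0.33 to 1.28 and *Cd7* -0.34 to 0.93.

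With 1 mouse left out, the MPO difference was from -148 to -108 in crypts (exact permutation test, P from 0.0286 to 0.0714) and from -66.3 to -14.8 in villi. Without aged mouse 1, 2 or 4 the crypt P was above 0.05, with fewer splits to draw on.

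Of the other values, the lists gave 20 stronger and 2 weaker with libraries left out and 10 weaker under the other alternatives, and single genes gave 7 weaker with libraries left out, 19 stronger under alternatives set before the data were examined and 28 stronger under those chosen later. Directions and sides of the threshold were kept by 129 and 75 values of lists and by 205, 234 and 377 of genes. Depth limits *Ccr2* and *Strc* in ISC, where all young libraries are at the limit of detection.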

Differences from the paper's values

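The paper calls 10 genes higher and 29 lower in aged ISC, and 7 higher and 5 lower in aged AE. The quasi-likelihood test of edgeR called 0, 0, 0 and 0, with 784 genes in ISC and 779 in AE at an unadjusted P under 0.05. With DESeq2, which the paper's methods name and which was an alternative set before the data were examined, 11 were higher and 46 lower in ISC, and 11 higher and 6 lower in AE. By the criterion used, the counts of genes higher in ISC (11 against 10) and lower in AE (6 against 5) then no longer differed from the paper's. The counts of genes lower in ISC (46 against 29) and higher in AE (11 against 7) still did. RLE and upper-quartile scaling, no filter, filterByExpr, the fit on all 4 groups and leaving out each library did not close any of the 4 gaps. Of the genes that the paper lists, DESeq2 called 7 of 10 and 28 of 28 in ISC and 6 of 7 and 4 of 4 in AE.

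Single genes that the paper calls were also called by other settings. Without a filter, *Ddr2* was called in ISC (FDR = 0.0259 from edgeR's quasi-likelihood test), and the fit on all 4 groups called *Ccr2* and *Adora2b* in ISC and *Strc* and *Ccr2* in AE. Among alternatives chosen after seeing the values, the exact test called 32 listed genes in ISC and 10 in AE, and the likelihood ratio test 33 and 10. Reads recovered from the log2 values gave *Ddr2*, *Ccr2* and *Rps4l* in ISC and *Rps4l* in AE, and thinning of the deepest library gave *Ccr2* in AE in 4 of 10 draws (FDR from 0.00988 to 0.394, edgeR's quasi-likelihood test). Counts of *Rps4l* could not be analysed, as the raw counts hold no row under that name.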

Other observations

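The tests on monocyte, stroma and enteroendocrine markers were chosen only after the result was seen. In place of a single draw of the thinned library, 10 draws were used after the first draw had been seen. The criteria for the lymphocyte list, the enterocyte share and the surrogate variable were made stricter after their values had been seen, so that each was left open.

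The quasi-likelihood test called 0 genes with age (784 in ISC and 779 in AE at an unadjusted P under 0.05). A count of 0 is reached by every split, 10 of 10 in ISC and 10 of 10 in AE, so this decides nothing. Of the 9 other splits, 2 called any gene in ISC (up to 1) and 1 did in AE (up to 15). DESeq2 calls in ISC were matched by 3 of 10 splits (median of the others 21, up to 346) and in AE by 4 of 10 (median 13, up to 347). Marker lists were matched by 9 of 10 splits in ISC and 10 of 10 in AE, and genes near chromosome ends by 9 and 7 of 10. For AE against ISC, 1 of 10 splits was as large at each age, the real one, and the others called 0. With 10 splits the share is never under 0.1.

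Variation shared between libraries other than age may hide an effect. With 1 surrogate variable, 1 gene was called in ISC (*Gdpd3*) and 1 in AE (*Hsph1*), named after their values were seen. By the test as first written this falls on the side of the explanation, but with the same fit on other splits, 2 of 9 called genes in ISC (up to 266) and 2 of 9 in AE (up to 8), so it is left open. The depth of the deepest young AE library may also matter: with it thinned to 14695446 counts, 4 of 10 draws called a gene, *Ccr2*, with FDR from 0.00988 to 0.394 (edgeR's quasi-likelihood test), so this cannot be told apart from other sources.

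A lower share of RNA from enterocytes in aged ISC libraries may explain part of the genes lower in aged ISC. The share was the median ratio of the CPM of enterocyte markers in an ISC library to their mean in AE of that age. This takes ISC to make none of these transcripts and AE to be enterocytes only. The share was 4.59%, 4.48% and 10.6% in young and 1.55%, 5.43% and 2.12% in aged libraries. The young mean was raised by 1 library, that of 14133772 counts. The part of a gene's fall that the fall of the share accounts for ran from 1.28% (*Dcaf12l1*) to 278% (*Zg16*), more than its whole fall. *Clca1* (217%) and *Dnase1* (127%) were also beyond their whole fall. Such values predict more than was seen, so they are a misfit of the estimate. With them counted in, the part was at least 50% for 18 of 28 genes (median 75.7%). By the test as first written this falls on the side of the explanation, but the shares of the groups overlap, so it cannot be told apart from a change within ISC. Of these genes, 25 of 28 were higher in young AE than in young ISC.

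RNA from lymphocytes was not tested as the source of *Ccr2*, so it stays open. RNA from monocytes, macrophages and neutrophils as the source of *Ccr2* is argued against by their transcripts. At most 3 of 19 list members were at or above *Ccr2* (1.29 CPM in aged ISC and 2.64 CPM in aged AE), with *Cd14* at 12.8, *Itgam* at 10.9 and *Cd68* at 2.28 CPM in ISC and *Itgam* at 17.5 and *Ptprc* at 8.96 CPM in AE. The list had a median of 0.15 in ISC (FDR = 0.804, camera) and -0.75 in AE (FDR = 0.191), or -0.29 with genes at their bound. RNA from stroma as the source of *Ddr2*, *Tpm2* and *Nbl1* is argued against in the same way: 1 of 13 members, *Vim*, was above *Ddr2* in ISC (11.8 CPM), and 0 were above *Tpm2* (17.4 CPM) or *Nbl1* (56.8 CPM) in AE. That list had a median of 0.27 in ISC (FDR = 0.906, camera), or 0 with genes at their bound, and 0.37 in AE (FDR = 0.134). Less RNA from enteroendocrine cells may explain lower *Gcg* and *Ghrl* in AE. The list fell with FDR = 0.134 in camera (11 of 15 lower), not past the threshold, which leaves this open.

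B and plasma cell markers had a median of -0.56 in ISC (2 tested, FDR = 0.341, camera) and 0.03 in AE (FDR = 0.931), or -1.09 and -0.14 from edgeR's fitted values, the latter -0.02 with genes at their bound. Y chromosome genes were at 0.02 in ISC (FDR = 0.350, camera) and 0.13 in AE (FDR = 0.134).

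Gene length or GC content as a source of the age effects is argued against by Spearman correlations of -0.0672 in ISC and 0.0450 in AE, the farther from 0 of length and GC. A change shared by the genes around *Ccr2* and *Rps4l* is argued against by their neighbours. Of 80 tests on them, 35 moved the same way, and 1 did so at an unadjusted P under 0.05. That was *Tmtc1* in AE (log2 fold change -3.84), whose span contains *Rps4l*. A change shared by *Tmtc1* and *Rps4l* in AE therefore stays open.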
